# Nuclear Functions of KaeA, a Subunit of the KEOPS Complex in *Aspergillus nidulans*

**DOI:** 10.3390/ijms231911138

**Published:** 2022-09-22

**Authors:** Joanna Gawlik, Michal Koper, Albert Bogdanowicz, Piotr Weglenski, Agnieszka Dzikowska

**Keywords:** KEOPS/EKC complex, transcription regulation, RcoA^Tup1^ co-repressor

## Abstract

Kae1 is a subunit of the highly evolutionarily conserved KEOPS/EKC complex, which is involved in universal (t6A_37_) tRNA modification. Several reports have discussed the participation of this complex in transcription regulation in yeast and human cells, including our previous observations of KaeA, an *Aspergillus nidulans* homologue of Kae1p. The aim of this project was to confirm the role of KaeA in transcription, employing high-throughput transcriptomic (RNA-Seq and ChIP-Seq) and proteomic (LC-MS) analysis. We confirmed that KaeA is a subunit of the KEOPS complex in *A. nidulans.* An analysis of *kaeA19* and *kaeA25* mutants showed that, although the (t6A_37_) tRNA modification is unaffected in both mutants, they reveal significantly altered transcriptomes compared to the wild type. The finding that KaeA is localized in chromatin and identifying its protein partners allows us to postulate an additional nuclear function for the protein. Our data shed light on the universal bi-functional role of this factor and proves that the activity of this protein is not limited to tRNA modification in cytoplasm, but also affects the transcriptional activity of a number of nuclear genes. Data are available via the NCBI’s GEO database under identifiers GSE206830 (RNA-Seq) and GSE206874 (ChIP-Seq), and via ProteomeXchange with identifier PXD034554 (proteomic).

## 1. Introduction

The Kae1/KaeA protein is a subunit of the highly evolutionarily conserved kinase, endopeptidase, and other proteins of small size/endopeptidase-like and kinase associated to transcribed chromatin (KEOPS/EKC) complex, and has been identified in all previously sequenced genomes of *Archea*, *Bacteria*, and *Eucaryota*, except for the most reduced genomes [1]. The KEOPS complex consists of five subunits. In addition to Kae1, it comprises three auxiliary proteins highly conserved only in *Archea* and *Eucaryota*: Bud32, an atypical serine-threonine protein kinase [2], Cgi121, and Pcc1p. The fifth subunit is an intrinsically disordered protein, Gon7, which is less evolutionarily conserved and specific to *Eucaryota* (for review, see [3]). In *Eucaryota*, a mitochondrial paralogue of Kae1 named Qri7p was also found [4].

The complex catalyzes the universal and essential modification of tRNA, converting adenosine A_37_ immediately 3′ of anticodon to N6-threonylcarbamoyl adenosine (t6A_37_) [5,6,7,8,9]. This type of modification is found in tRNA molecules with anticodons decoding ANN codons, and this is one of the few tRNA modifications present in all organisms [10]. t6A_37_ stabilizes the A-U codon-anticodon interaction, prevents frameshifting during translation, and enables proper translation initiation at the AUG start codon, as it is also related to the initiator tRNA_i_^Met^ [11]. The modification also requires Sua5, which is highly conserved in all organisms but is not a part of the KEOPS complex [12]. Sua5 catalyzes the synthesis of threonylcarbamoyl adenylate intermediate, which is used by Kae1 for tRNA modification [8]. A crystal structure-based model of the yeast KEOPS complex has also been proposed [9].

The primary function of the KEOPS complex appears to be t6A_37_ modification. However, several mutations in genes encoding KEOPS subunits have been described, the phenotype of which suggests that the complex subunits may have other functions. The group of proteins interacting with only two KEOPS subunits, PRPK (human homologue of Bud32) and TPRKB (human homologue of Cgi121), was shown to be enriched in proteins implicated in translation, suggesting that the minor PRPK-TPRKB complex may be involved in translation-related processes. Proteomic analysis showed that the PRPK-TPRKB complex interacts with the m^1^A_58_ tRNA methyltransferase complex, which methylates adenosine A_58_ on the initiator tRNA_i_^Met^, suggesting that the PRPK-TPRKB complex may be involved in both t6A_37_ and m^1^A_58_ tRNA modification [13].

The KEOPS complex was implicated in telomere elongation, uncapping, and recombination [14,15]. The complex was proposed to promote an “open” telomere conformation, allowing access for both telomerase and exonuclease. KEOPS was also shown to positively regulate telomere length independent of its tRNA modification function [16]. The interaction of Bud32p with Grx4p glutaredoxin suggested additional functions of this kinase in yeast [17]. Chromatin immunoprecipitation experiments performed with yeast Pcc1p [18] and human OSGEP and LAGE3 [19], homologues of Kae1 and Pcc1, showed that these subunits are localized in chromatin, and it was suggested that they participate in chromatin structure/gene regulation.

In the model filamentous fungus *Aspergillus nidulans*, mutations in the *kaeA* gene (previously called *suDpro*) were identified as suppressors of proline auxotrophic (*pro^−^*) mutations [20]. Two characterized *kaeA* mutations (previously called *suD19pro* and *suD25pro*) result in upregulation of *agaA* and *otaA* genes, coding for arginine catabolic enzymes: arginase and ornithine aminotransferase, respectively [21,22]. Both of these mutations are short deletions in the *kaeA* coding region, which do not change the reading frame. *kaeA19* is the deletion of 12 base pairs, resulting in a lack of four amino acids (STPQ) at the N terminus of the protein, while *kaeA25* (deletion of nine base pairs) results in the replacement of four amino acids (KTGF) by one (N) at the C terminus. These mutations do not change the sequence of the conserved regions of the protein. A model of the KaeA structure shows that amino acids from both deleted regions are localized on the protein surface, and it has been proposed that these deletions influence the interaction of KaeA with KEOPS subunits or other proteins [22].

Preliminary transcriptomic analysis showed that *kaeA25* mutation changed the level of expression of several genes involved in various domains of cellular metabolism, such as amino acid/siderophore and carbon/energy metabolism. Our previous results supported the hypothesis that in addition to its conserved role in tRNA modification, KaeA might be involved in transcription regulation. We postulated that the expression of some genes, e.g., arginine catabolism genes, might be directly regulated at the transcription level by KaeA, although, most probably, several observed pleiotropic effects of *kaeA19/kaeA25* mutations were indirect [22].

In this paper, in order to define the role of KaeA in transcription regulation, we undertook in-depth transcriptomic analysis, comparing the transcriptomes of wild-type and *kaeA19*/*kaeA25* mutant strains, proteomic analysis to identify proteins interacting with KaeA, and ChIP-Seq analysis to identify the chromatin regions KaeA interacts with. We confirmed that KaeA is a subunit of the KEOPS complex in *A. nidulans*. Although the level of t6A_37_ modification is not affected in *kaeA19* and *kaeA25* mutants, RNA-Seq analysis confirmed that, compared to the wild type, the expression level of several hundred genes is changed in the mutants. We found corroborating evidence showing that, similar to what was shown in yeast and human cells, KaeA is localized in chromatin. Finally, protein partners of KaeA were identified, allowing us to postulate an additional nuclear function of the protein.

## 2. Results

### 2.1. kaeA19 and kaeA25 Mutations Do Not Influence the Modification of A_37_ in tRNA

*A. nidulans kaeA19* and *kaeA25* mutants grow much more slowly than the wild type [22], but the effect is not so severe, as in *S. cerevisiae,* where the haploid *kae1* deletion strain is viable but extremely slow growing and can be stored only in diploid *kae1*Δ*/kae1^+^* [7]. Therefore, the influence of both *kaeA19* and *kaeA25* mutations on t6A_37_ modification was determined by using a modified primer extension experiment, according to the procedure described by Srinivasan et al., for *S. cerevisiae* [7].

Both *kaeA* mutants and respective control isogenic *kaeA^+^* strains were used for analysis. *S. cerevisiae kae1*Δ and the wild-type strain were used as positive controls for the experiment. A fraction of small RNAs was purified from *A. nidulans* and *S. cerevisiae* strains and subjected to primer extension analysis using primers specific for tRNA^Ile^ containing the t6A_37_ modification. Primer specific for tRNA^Val^ not modified in this way was additionally used for *A. nidulans* samples as a negative control. 

As expected, in yeast, the wild-type and *kae1*Δ strains had different patterns for tRNA^Ile^ at the position corresponding to t6A_37_ modification. However, for both *A. nidulans kaeA* mutants, the differences were rather unnoticeable (Figure 1). This indicates that both *kaeA19* and *kaeA25* mutations have no significant effect on t6A_37_ modification of tRNA^Ile^.

### 2.2. kaeA19 and kaeA25 Mutations Affect Expression of Many Genes

As mentioned above, preliminary transcriptomic analysis conducted for only one *kaeA* mutant (*kaeA25*) and the wild-type strain showed significant changes in the expression of several genes in the mutant [22]. These results were obtained using pyrosequencing, which delivers a much smaller number of reads than the Illumina technology used nowadays. Therefore, to achieve truly quantitative transcriptomic data, we repeated RNA-Seq analysis of both *kaeA19* and *kaeA25* mutants using the Illumina NextSeq platform and performed independent sequencing of cDNA libraries for each of the three independent biological experiments, in contrast to the preliminary analysis, where RNA-Seq libraries from three independent biological experiments were pooled before the sequencing step.

To identify differentially expressed genes in *kaeA19* and *kaeA25* mutants, transcriptomes of *kaeA* mutants and control isogenic strains grown on minimal medium were compared. Significant changes in gene expression were noted in both mutants, with 341 upregulated and 134 downregulated genes in *kaeA19*, and 92 and 63, respectively, in *kaeA25* compared to the wild type (Tables S3 and S4). As expected, arginine catabolism genes *agaA* and *otaA* were identified among the upregulated genes in both mutants, confirming the reliability of the transcriptomic analysis. Functional enrichment analysis was performed for all genes differentially expressed in *kaeA19* and *kaeA25* mutants, which indicated an overrepresentation of genes involved in nitrogen metabolism, especially amino acid metabolism, and carbon/energy metabolism (Table S5).

The observed changes in the expression levels of so many genes do not seem to be due to the direct influence of KaeA on their transcription. It seems more likely that KaeA affects, among other aspects, the level of transcription of genes encoding regulatory proteins, specific or wide-domain, which in turn leads to changes in the level of transcription of their downstream target genes. To additionally confirm this hypothesis and the results of RNA-Seq, RT-qPCR analysis of selected differentially expressed genes encoding regulatory proteins or potential regulatory proteins was performed. The analysis was conducted for *rosA, nosA*, and *jlbA*, coding for characterized transcriptional regulators; *nmrA*, coding for co-repressor of general nitrogen transcriptional regulator AreA; and AN2366, coding for protease participating in NmrA cleavage [23] and several uncharacterized genes that, according to FungiDB and SGD, potentially code for regulatory proteins, i.e., AN0948, AN1298, AN6076, and AN10854 (see Table 1 for specific gene function).

RT-qPCR analysis was performed using total RNA from mycelia of the *kaeA19* and *kaeA25* mutants and the respective isogenic wild-type strains. *kaeA19* mutation resulted in increased expression of *rosA*,*nosA*, *jlbA*, AN0948, AN6076, and AN2366 genes, while the expression of *nmrA* and AN1298 decreased. In *kaeA25* mutant, similar changes of expression were observed for *nosA*, AN0948, and AN6076, and additionally, in this mutant a lower transcript level of AN10854 was detected (Figure 2). These results show that KaeA affects the level of transcription of several genes encoding wide-domain regulatory proteins, indirectly influencing the expression of the genes regulated by them.

### 2.3. In Addition to Subunits of KEOPS Complex, KaeA Also Interacts with Other Proteins

An important point in assessing whether KaeA is involved in the regulation of transcription was identifying its potential protein partners. To identify proteins interacting with KaeA, the strain expressing KaeA-TEV-GFP fusion (6) was obtained (see Section 4, Section 4.4). In such a fusion, the TEV protease recognition site is inserted between the KaeA and GFP sequences. The use of GFP-Trap chromatography resin allowed the isolation of proteins interacting with KaeA; however, proteins non-specifically interacting with GFP could also be isolated. Cleavage with TEV protease instead of the standard elution step allowed separation of KaeA from GFP- and GFP-interacting proteins. Such an approach significantly increases the chance of obtaining proteins that specifically interact with KaeA.

The strain expressing KaeA-TEV-GFP fusion and the control isogenic strain (1) were grown on minimal medium. Four independent biological experiments for each strain were performed. Two were conducted with the addition of DNase during the purification procedure to identify protein–protein interactions occurring in the presence of chromatin. Proteomes of the strain expressing KaeA-TEV-GFP fusion protein and the control isogenic strain were compared. A total of 89 proteins were selected that were not present in the control strain and were present at least twice in the strain expressing the KaeA–TEV–GFP fusion, including at least once with Mascot score > 70 (Table S6).

As expected, we identified KaeA and the other four subunits of the KEOPS complex: PipA (Bud32p homologue); AN2845 (Pcc1p homologue), named PccA; AN11910 (Cgi121p homologue), named Cgi121; and AN11901 (Gon7p homologue), named GonG. This confirmed the reliability of the proteomic analysis. Among potential protein partners of KaeA, we identified protein kinases (CmkA, PkaA/PkaR, PkcB), putative protein phosphatase, and several proteins involved in translation, such as translation initiation factors, prolyl_tRNA-synthetase and the yeast GCN20 homologue, mRNA of which was also identified by transcriptomic analysis. Moreover, a few proteins involved in transcriptional regulation were also identified, including two subunits of general transcriptional co-repressor RcoA and SsnF, and AN2181, a homologue of the yeast Toa2p–TFIIA small subunit (Table 2).

### 2.4. KaeA Interacts with Chromatin

The direct participation of KaeA in transcription regulation requires its interaction with chromatin. To identify chromatin regions which KaeA interacts with, the strain expressing KaeA-HA fusion (7) was constructed (see Section 4, Section 4.4) and chromatin immunoprecipitation coupled with next-generation sequencing (ChIP-Seq) was performed.

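In the KaeA-HA strain, the product of *kaeA* carries a haemagglutinin (HA) epitope, so that chromatin associated with the tagged protein can be precipitated with an anti-HA antibody. The ChIP-Seq data comprised 6 libraries from 3 biological experiments, 3 of input DNA and 3 of immunoprecipitated (IP) DNA. Mycelia were treated with 1% formaldehyde for 15 min, and chromatin was sonicated before immunoprecipitation. The authors trimmed the reads, mapped each library with BWA to the ASM1142v1 genome and removed optical duplicates. They then merged the replicates, called peaks with MACS2 on the merged IP against the merged input, and counted the reads of each library on the resulting 468 peaks. The counts per peak were deposited without normalization. They summed to 235717, 278412 and 162458 in input replicates 1, 2 and 3 and to 377238, 252925 and 270991 in IP replicates 1, 2 and 3. No peak had fewer than 59 counts in any library. A single peak on chromosome V (1407854 to 1408840), which overlaps no gene, held 11.6% of the counts of each input library and 8.76%, 11.0% and 7.54% of those of IP replicates 1, 2 and 3. The counts were scaled with edgeR's TMM factors, which lay between 0.947 and 1.04, and all 468 peaks were tested for a difference between IP and input with the quasi-likelihood test of edgeR. Peaks with a Benjamini-Hochberg adjusted p under 0.05 were called differential. Because the factors were computed on peaks that MACS2 had selected as enriched, a log2 fold change measures a peak against the typical peak of the list and not against the rest of the genome. Across peaks, Pearson's r of log2 CPM (library-scaled counts) was between 0.983 and 0.987 for pairs of input libraries and 0.988 for IP replicates 1 and 3, and it was 0.977 for IP replicate 2 with either of them. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.10, so the significance of single peaks rests on the spread that the edgeR model shares across peaks. Peaks were assigned to genes by an overlap of at least 1 bp with the RefSeq genes of ASM1142v1, for which strand and UTR limits were not used here.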

Usually, ChIP-Seq is carried out for proteins for which at least one DNA target sequence is known. Before proceeding to the next-generation sequencing step, such a sequence is used in a control qPCR reaction to confirm that the ChIP experiment was conducted correctly. The difficulty in conducting this experiment with KaeA is that it is not a DNA-binding protein, and its interaction with chromatin most probably occurs via other proteins that directly bind to DNA. To validate the ChIP reaction, it was carried out in parallel for two strains: (7), expressing KaeA-HA, and (9), expressing AreA-HA. AreA is a general nitrogen regulator in *A. nidulans,* a well-characterized GATA transcription factor for which many target sequences are known (reviewed in [24]). Prior Western analysis using anti-HA antibodies confirmed that both fusions are expressed (Figure S1). The control qPCR reaction was conducted for immunoprecipitated (Ab) and non-immunoprecipitated (No Ab) samples from strain expressing AreA-HA fusion, using primers specific for bi-directional *niiA–niaD* promoter, as described by Berger et al., [25]. Significant enrichment (Ab/No Ab = 25.7) of the *niiA–niaD* promoter was observed in immunoprecipitated compared with non-immunoprecipitated samples, confirming that the ChIP procedure was correctly carried out. Then, processed in parallel, both types of samples from strain expressing KaeA-HA fusion, immuno-precipitated and non-immuno-precipitated (input control) were subjected to the next-generation sequencing step of ChIP-Seq analysis. Input DNA before immunoprecipitation was used as a control to assess the enrichment of specific DNA regions after immunoprecipitation.

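The comparison of IP with input called 76 of the 468 peaks (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 52 were higher and 24 were lower in IP, and 121 peaks had an unadjusted p under 0.05. Among the alternatives set beforehand, the one that moved the total most, at least a 2-fold difference in addition, left 5 peaks, all higher in IP. When library size alone replaced the TMM factors, 98 peaks were called, 38 higher and 60 lower in IP, and the median log2 fold change of all peaks shifted from -0.02 to -0.13. A rescaling chosen after seeing the data, which set the median log2 fold change to that of the MACS2 fold enrichment, gave 461 higher and 0 lower peaks. Single libraries also weighed on the total, which was 132 without IP replicate 2, 47 without IP replicate 1 and 49 without input replicate 1. The highest log2 fold change belonged to a peak on chromosome IV (789801 to 791654) that spans the whole of AN7170 and that the authors' annotation classes as 5′ UTR. Its normalized count was 3080 ± 136 (SD, n = 3) in IP and 1141 ± 66.9 (SD, n = 3) in input, a log2 fold change of 1.43 (standard error 0.08, adjusted p = 2.99e-10 from the same edgeR test). It was followed by the peaks at *hsp70* (AN5129, chromosome V, 1027302 to 1029944) with a log2 fold change of 1.27, *hsp30* (AN2530, chromosome VII, 4186402 to 4187550) with 1.13, AN5781 (chromosome V, 1458958 to 1460318) with 1.06 and the NADP-dependent glutamate dehydrogenase gene *gdhA*. The lowest log2 fold change, -0.50 (standard error 0.09, adjusted p = 0.000672 from the same edgeR test), was that of a 271-bp peak in an exon of AN2795 (chromosome VI, 2737281 to 2737551), with 463 ± 42.6 (SD, n = 3) normalized counts in IP and 655 ± 30.6 (SD, n = 3) in input. Short peaks at AN2661 (-0.49), AN10649 (-0.47), AN7095 (-0.43) and AN0004 (-0.43) came next. The adjusted p of the AN0004 peak was 0.0117 and rose to 0.119 without input replicate 1. Under the rescaling, the log2 fold changes of these last 5 peaks lay above 0.

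**Figure D1:**
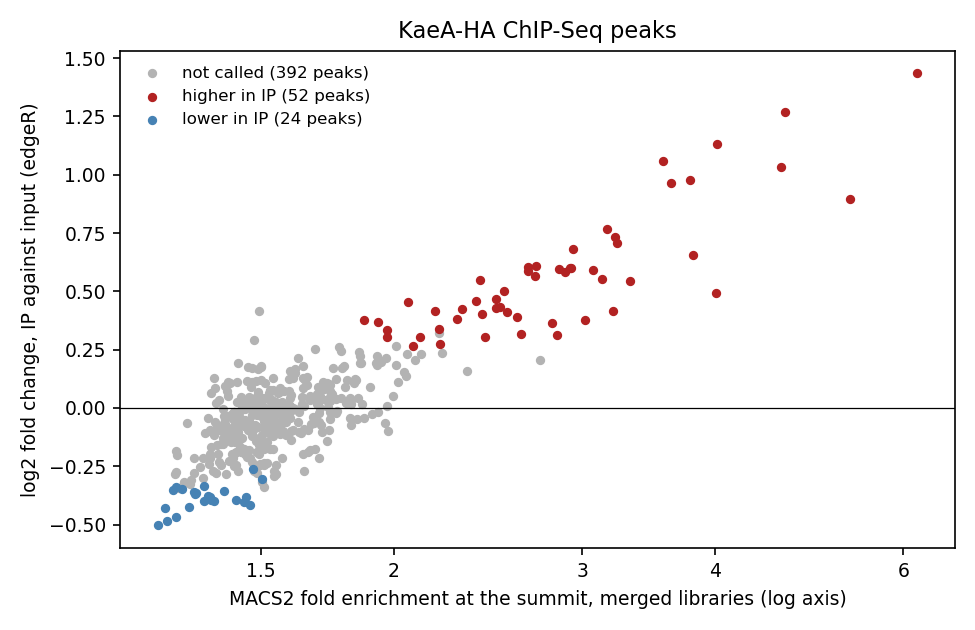
Each point is a peak, placed by the MACS2 fold enrichment at its summit in the merged libraries (x axis, log scale) and by its log2 fold change of IP against input from edgeR (y axis). The 52 peaks called higher in IP are red, the 24 called lower are blue and the other 392 are grey; the called peaks lie at both ends of the MACS2 scale, the lower ones all at a fold of 1.51 or less.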

Using the selection criteria described in Section 4, 104 chromatin regions interacting with KaeA were identified, 78 of which were localized within the identified genes (Table S8). Functional enrichment analysis was carried out, showing that genes involved in nitrogen, sulfur, and lipid metabolism were overrepresented (Table S9). 

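Of the 29 genes that Table S9 lists under nitrogen compound metabolic process, all overlapped a peak, and 18 of these genes had a peak higher in IP, 3 a peak lower in IP and 8 no called peak. The paper's reported Benjamini value for this term is 0.0661. For narrower terms its values lie on both sides of 0.05. They are 0.00633 for organonitrogen compound biosynthetic process and 0.000679 for cellular amino acid biosynthetic process. Above 0.05 are organonitrogen compound metabolic process (0.100) and cellular nitrogen compound metabolic and biosynthetic process (0.0956 and 0.112). Of the 8 genes listed under sulfur compound metabolic process, 5 had a peak higher in IP and 3 a peak that was not called, and the paper's reported value is 0.00222. Of the 8 genes under lipid metabolic process, 7 had a peak higher in IP and 1 a peak that was not called, with 0.0779 as the paper's reported value. For the narrower term cellular lipid metabolic process, which holds as many genes with the same calls, the paper's reported value is 0.0427. The median log2 fold change of the peaks was 0.38 for the nitrogen list, 0.31 for the sulfur list and 0.44 for the lipid list. The genes of Table S9 come from Table S8, which the study chose from these libraries. These calls and medians are therefore not independent evidence. The terms that the authors' annotation attaches to the peaks were also compared between called and other peaks, with the annotated peaks as background. Among the 11 GO terms carried by at least 5 peaks, 0 had a Benjamini-Hochberg adjusted p under 0.05 and 0 an unadjusted p under 0.05 (Fisher's exact test, two-sided), and the smallest unadjusted p was 0.0992. With 28 called peaks among the 116 that carry a GO term, this comparison has little room to show a difference. The nitrogen, sulfur and lipid terms are not among the 11, and the background is peaks and not the genome, so the comparison does not bear on the overrepresentation that the paper reports. With only the peaks higher in IP, the smallest adjusted p was 0.895.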

Inter alia, KaeA interaction with chromatin was demonstrated in the promoter and 5′ UTR regions of genes coding for histones, enzymes involved in nitrogen and carbon metabolism, and transcription factors CpcA and HapX (Table 3).

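All 13 genes of Table 3 overlapped a peak, and 11 of these peaks were called, all higher in IP (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The study chose these genes from the same libraries, so this count is not independent evidence. The peak at the nitrite reductase gene *niiA* (AN1007, chromosome VIII, 1764786 to 1768422) covered 95.0% of the gene and is classed as promoter in the authors' annotation. Its normalized count was 2628 ± 89.8 (SD, n = 3) in IP and 1912 ± 102 (SD, n = 3) in input, a log2 fold change of 0.46 (standard error 0.08, adjusted p = 0.000259 from the same edgeR test). The neighbouring ATP citrate lyase genes *aclB* (AN2436, chromosome VII, 3889894 to 3892313) and *aclA* (AN2435, chromosome VII, 3886156 to 3887907) had peaks with log2 fold changes of 0.45 (standard error 0.08) and 0.34 (standard error 0.08), which covered 88.7% and 86.8% of the genes. The peak at *sidA* (AN5823, chromosome I, 2139171 to 2140996), which covered 97.1% of the gene, had 1720 ± 231 (SD, n = 3) normalized counts in IP and 1283 ± 67.7 (SD, n = 3) in input and a log2 fold change of 0.42 (standard error 0.09). When single libraries were left out, these 4 peaks had adjusted p-values of at most 0.0372. Among the peaks with a MACS2 fold enrichment of at least 2 alone, to which the test was then centred, their log2 fold changes were between -0.13 and -0.01 and none was called, so that the direction depends on the peaks used for scaling. With the trend of the fold change on peak length removed, their adjusted p-values from the same edgeR test were between 0.111 and 0.499 and none was called. This alternative was chosen after seeing the data. Peak lengths came from the peak calling on these libraries, and the trend was fitted to these same fold changes. Removing the trend can therefore remove enrichment too, so the lost calls do not show that length is the source.

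**Figure D2:**
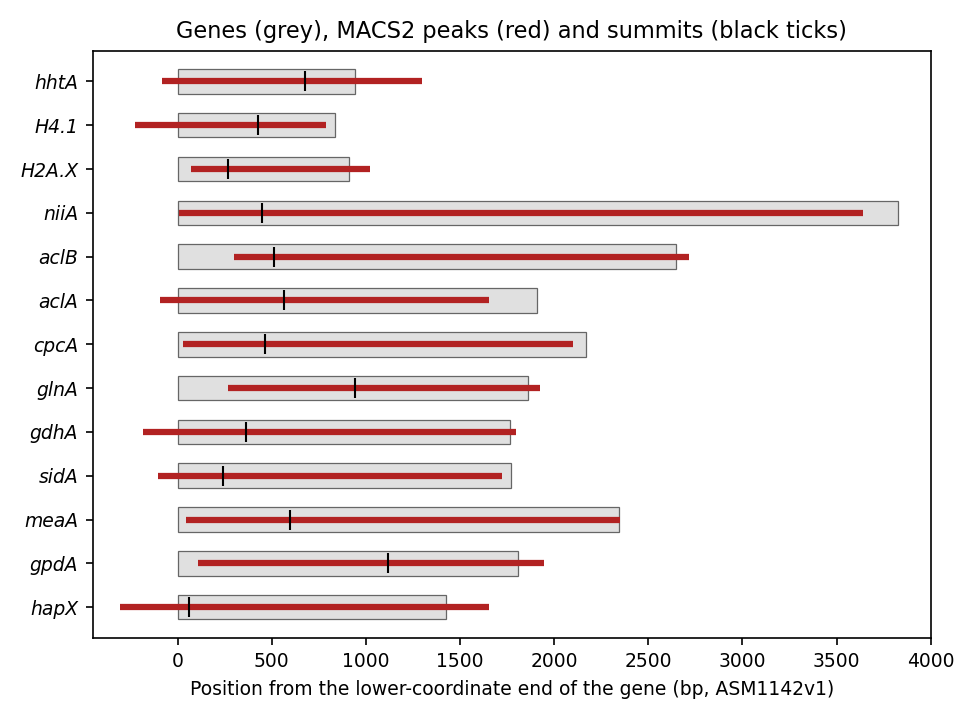
Position of the MACS2 peaks (red lines) and their summits (black ticks) relative to the RefSeq genes of Table 3 (grey boxes), in bp from the end of the gene with the lower coordinate in ASM1142v1. The genes are not turned to a common strand; the 13 peaks cover 85.8% or more of the gene in each case.

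**Figure D3:**
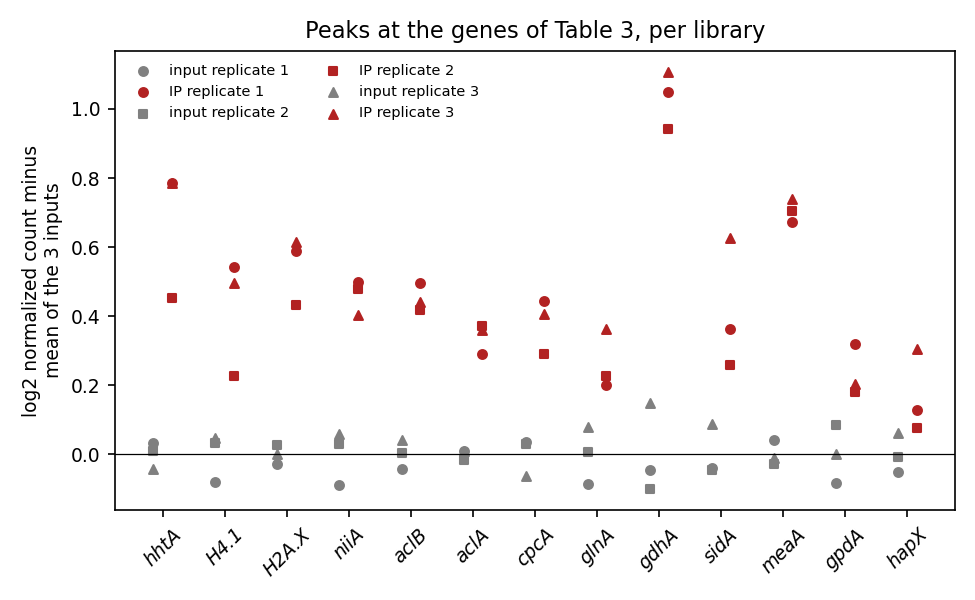
Normalized count of the same 13 peaks in each library on a log2 scale, with the mean of the 3 input libraries subtracted (y axis). Grey symbols are input and red symbols are IP, and the shape gives the replicate; at every gene but *gpdA* and *hapX* the IP libraries differed from input with an adjusted p under 0.05.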

## 3. Discussion

The function of the exceptionally evolutionarily conserved KEOPS complex, and particularly Kae1, in the t6A37 modification of tRNA is well known and documented [3,9]. In the previous paper, we characterized Kae1 encoding gene, named *kaeA*, in the model filamentous fungus *A. nidulans* [22]. In fact, with the use of classical genetics methods, the gene was identified over 50 years ago as a suppressor of proline auxotrophic (*pro^−^*) mutations [20] and was proposed to be involved in regulation of arginine catabolism genes [21]. In this paper, we present result confirming that KaeA is a subunit of the KEOPS complex in *A. nidulans*. Using a GFP-Trap^®^A resin and the strain expressing KaeA-GFP protein fusion, proteins interacting with KaeA were purified, and subsequently identified using LC-MS analysis. As expected, the remaining subunits of the KEOPS complex were identified among the interacting proteins: PipA (Bud32p homologue); AN2845 (Pcc1p homologue), named PccA; AN11910 (Cgi121p homologue), named Cgi121; and AN11901 (Gon7p homologue), named GonG (Table 2). This result confirms that, in *A. nidulans*, as in other organisms, the primary function of KaeA is the modification of tRNA.

However, *kaeA19* and *kaeA25* mutations result in upregulation of arginine catabolism genes, the transcription level of which is high in both mutants, despite the lack of an arginine inducer in the medium [22]. This was the basis for the hypothesis that KaeA is directly involved in the regulation of these genes, although some indirect effects related to its translational function could not be ruled out. To verify whether the phenotype of *kaeA19* and *kaeA25* mutants might be related to the defective function of the KEOPS complex, a primer extension experiment was performed to detect t6A_37_ modification in tRNA^Ile^, according to the method described for yeast [7]. *A. nidulans kaeA* mutants and *S. cerevisiae kae1*Δ strain were analyzed and, as expected, the wild-type yeast and *kae1*Δ strains differed in their pattern at a position corresponding to t6A_37_ modification (Figure 1). However, no significant difference was observed for *A. nidulans kaeA* mutants, suggesting that they probably have no effect on the level of t6A_37_ modification. The t6A_37_ modification was also studied in *Drosophila melanogaster* [26]. In this organism, several point mutations in the *kae1* gene result in an extended larval period prior to lethality. Similarly, a substantial level of t6A_37_-modified tRNAs was detected in the *Drosophila kae1* mutants, although it should be noted that none of these mutations are located in the same region of the protein as *kaeA19* and *kaeA25.*

Since the beginning of research on the KEOPS complex, its link with the regulation of transcription has been suggested. Genetic interaction analysis showed that yeast Pcc1p interacts with RNA polymerase II and general transcription factor co-activators. Chromatin immunoprecipitation demonstrated that this KEOPS subunit, similarly to Kae1p, is associated with transcribed genes and is required for efficient recruitment of TBP, SAGA and Mediator complexes to α factor and galactose induced promoters [18]. Chromatin localization was also shown for OSGEP and LAGE3, the human homologues of Kae1p and Pcc1p [19]. It was suggested that the KEOPS complex might be responsible for the regulation of chromatin structure, possibly due to the ATP-dependent remodeling activity of Kae1p [18].

Our previous results, including preliminary transcriptomic analysis, also suggested some transcriptional functions of KaeA; however, the possibility that the observed effects resulted from defects in KEOPS function could not be ruled out. Here, we present the results of repeated transcriptomic analyses of *kaeA19* and *kaeA25* mutants using the Illumina NextSeq platform. We obtained 100-fold coverage of the protein coding sequences, which is ten times more than in the first analysis. New transcriptomic data confirm that, although t6A_37_ modification in *kaeA19* and *kaeA25* mutants is not affected, their transcriptomes significantly differ from the wild-type transcriptome.

It is rather unlikely that the changes in expression level of several hundred genes observed in *kaeA19* and *kaeA25* mutants resulted from the direct influence of KaeA on their transcription. Among differentially expressed genes, several coding for regulatory proteins were selected, and RT-qPCR analysis additionally confirmed that *kaeA19/kaeA25* mutations affected their transcription level (Table 1). In this way, KaeA can indirectly influence the expression of many more genes regulated by these regulatory proteins, including arginine catabolism genes.

Many genes whose transcription level is altered in *kaeA19* and/or *kaeA25* mutants are involved in carbon/energy and nitrogen metabolism, especially amino acid metabolism (Table S5). Downregulation of *nmrA,* correlated with upregulation of AN2366, coding for protease involved in specific inactivating cleavage of NmrA [23], explains the indirect effect of *kaeA19* mutation on many nitrogen metabolism genes, as NmrA is a co-repressor of the wide-domain nitrogen transcriptional regulator AreA [27,28,29]. An indirect effect of *kaeA19* on amino acid biosynthesis genes is likely due to upregulation of *jlbA,* encoding the bZIP transcription factor involved in their regulation [30], and AN9048, orthologue of yeast *GCN20,* coding for a positive regulator of Gcn2p protein kinase involved in cross-pathway regulatory network of amino acid biosynthesis [31]. Strong downregulation of *AN10854,* an orthologue of yeast *SNF4*, encoding the activating subunit of the Snf1p protein kinase complex involved mainly in glucose, but also nitrogen sensing [32], might explain the indirect effect of *kaeA25* on the expression of many carbon/nitrogen metabolism genes.

The indirect influence of KaeA on the expression of many other genes may also result from its influence on the expression of genes encoding proteins involved in chromatin structure regulation, i.e., *rosA* and *nosA*, orthologues of yeast *UME6,* encoding a subunit of the Rpd3L histone deacetylase complex involved in chromatin remodeling and transcriptional repression [33], and AN6076, an orthologue of yeast *SWR1,* encoding a catalytic subunit of the nucleosome remodeling complex SWR1 [34].

Interestingly, in the *kaeA19* downregulation of AN1298, an orthologue of yeast *RTG3*, coding for RTG and TOR-controlled transcription activator [35,36], was also observed. This may explain the earlier described pleiotropic effects of *kaeA19* mutation related to mitochondrial defects, such as impaired growth on glycerol, altered mitochondrial structure, and higher sensitivity to ethidium bromide [22].

Important evidence that KaeA is involved in the regulation of transcription was the identification of chromatin regions which KaeA interacts with, using the strain expressing KaeA-HA fusion and chromatin immunoprecipitation coupled with next-generation sequencing (ChIP-Seq). Similarly to what was shown in yeast [18] and human [19] cells, we demonstrated that KaeA is localized in chromatin. 

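Across the 468 peaks, the log2 fold change of IP against input rose with the fold enrichment that MACS2 had computed from the merged libraries (Spearman's rho 0.711, across peaks, which are not independent replicates and were selected on the same libraries). The fold enrichment, a value of the authors' peak list, ranged from 1.20 to 6.18 with a median of 1.53. From the chromatin regions identified in this experiment, the paper concludes that KaeA is localized in chromatin, as was shown for yeast and human cells, and counts this as evidence that KaeA is involved in the regulation of transcription.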

Among the chromatin regions interacting with KaeA, 78 were localized within the identified genes, in most cases within a sequence defined as 5′ UTR (Table 3 and Table S8), with overrepresentation of genes involved in nitrogen, sulfur, and lipid metabolism. This includes genes encoding key nitrogen metabolism enzymes (glutamine synthetase, NADP^(+)^-dependent glutamate dehydrogenase, and high-capacity ammonium permease) as well as glyceraldehyde-3-phosphate dehydrogenase (GAPDH), involved in glycolysis and gluconeogenesis. 

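In the authors' annotation, 29 of the 52 peaks higher in IP (55.8%) were classed as 5′ UTR, against 0 of the 24 peaks lower in IP and 22 of the 392 peaks that were not called (5.61%). Called peaks of both directions together were in this class more often than the others (29 of 76, 38.2%; odds ratio 10.4, p = 8.61e-13, Fisher's exact test, two-sided). Among peaks with a MACS2 fold enrichment of at least 2, the odds ratio was 2.68 (p = 0.108, Fisher's exact test). It was 4.85 without IP replicate 2 (23.5% of the called peaks) and 17.6 without input replicate 2. With the rescaling chosen after seeing the data, 51 of the 461 called peaks were in the class (11.1%, p = 1, Fisher's exact test), which leaves only 7 peaks to compare with. Of the peaks lower in IP, 16 were classed as exon, 7 as distal intergenic and 1 as promoter. The class describes a peak by a part it touches, and these peaks were long. Of the 29 peaks higher in IP classed as 5′ UTR, 27 covered at least 80% of a gene, with a median of 97.1%, and all 29 summits lay inside a gene. The median length was 1376 bp for peaks higher in IP, 336.5 bp for peaks lower in IP and 369 bp for the others. Table S8 gives the 5′ UTR class to 41 of its 78 genes. Of the peaks at these 41 genes, 34 are classed as 5′ UTR and 5 as 3′ UTR in the authors' annotation, the latter including *aclA*, *aclB* and *glnA*.

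**Figure D4:**
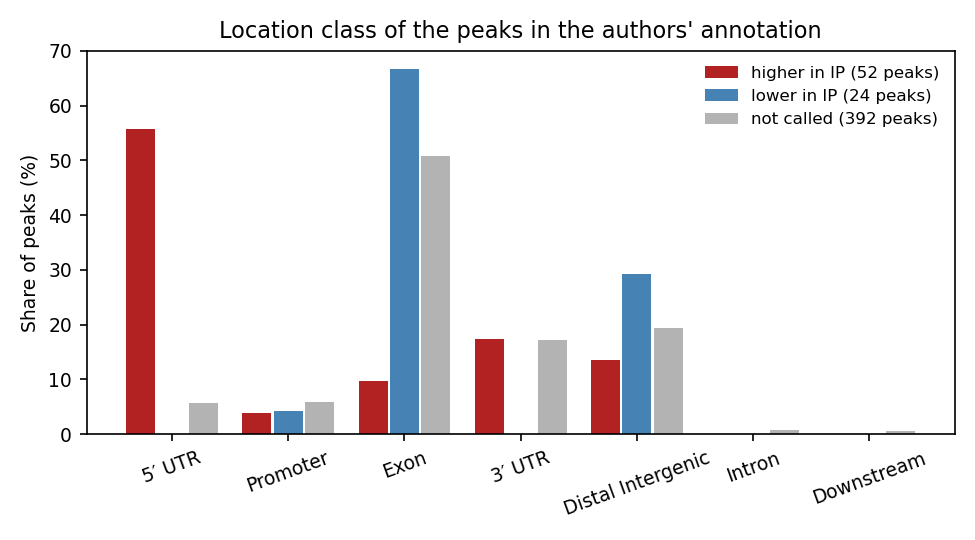
Share of the peaks (y axis, percent) in each location class of the authors' annotation (x axis), for the 52 peaks higher in IP (red), the 24 lower in IP (blue) and the 392 that were not called (grey). The 5′ UTR class holds 55.8% of the red group and exons hold 66.7% of the blue group.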

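The peak at the glutamate dehydrogenase gene *gdhA* (AN4376, chromosome III, 2214129 to 2216107) had 2646 ± 152 (SD, n = 3) normalized counts in IP and 1295 ± 121 (SD, n = 3) in input. Its log2 fold change of 1.03 (standard error 0.09, adjusted p = 3.76e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) stayed between 0.98 and 1.11 when single libraries were left out. For the ammonium permease gene *meaA* (AN7463, chromosome IV, 1561586 to 1563893) the log2 fold change was 0.71 (standard error 0.08, adjusted p = 1.42e-06 from the same edgeR test), with a range of 0.68 to 0.73. The peak at the glutamine synthetase gene *glnA* (AN4159, chromosome II, 1860107 to 1861768) was much closer to the threshold. Its normalized count was 1131 ± 68.7 (SD, n = 3) in IP and 942 ± 53.4 (SD, n = 3) in input, a log2 fold change of 0.26 (standard error 0.08, adjusted p = 0.0336 from the same edgeR test). The adjusted p rose to 0.208 without input replicate 1, and it was above 0.05 in 5 of the 6 fits that each left out a library and when library size alone was used (0.215) or the trend on peak length was removed (0.689). The peak at *gpdA* (AN8041, chromosome II, 577536 to 579375), the GAPDH gene, had 2689 ± 139 (SD, n = 3) normalized counts in IP and 2287 ± 133 (SD, n = 3) in input. Its log2 fold change of 0.23 (standard error 0.08, adjusted p = 0.0582 from the same edgeR test) was not past the threshold, but it was called with the likelihood ratio test of edgeR (adjusted p = 0.0434), with DESeq2 (adjusted p = 0.0331) and without IP replicate 2 (adjusted p = 0.00283 from the quasi-likelihood test). The adjusted p of *gpdA* ranged up to 0.294 when other libraries were left out. With the test centred on the peaks of at least 2-fold MACS2 enrichment, the log2 fold changes of *glnA* (-0.20) and *gpdA* (-0.23) fell below 0.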

KaeA was also found in a chromatin region comprising the *cpcA* gene, a yeast *GCN4* orthologue, encoding central transcription factor of the cross-pathway regulatory network of amino acid biosynthesis [37]. 

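The peak at *cpcA* (AN3675) extends from 3346409 to 3348478 on chromosome II and covers 95.3% of the gene, which lies between 3346379 and 3348550. Its normalized count was 1475 ± 79.7 (SD, n = 3) in IP and 1133 ± 43.4 (SD, n = 3) in input. This corresponds to a log2 fold change of 0.38 (standard error 0.08, adjusted p = 0.00186 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which stayed between 0.34 and 0.42 when single libraries were left out. With the trend on peak length removed, it was 0.16 with an adjusted p of 0.274 from the same edgeR test, and among the peaks of at least 2-fold MACS2 enrichment alone it was -0.09.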

Interestingly, among chromatin targets of KaeA, 5′ UTRs of three genes coding for core histone proteins were also identified.

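The histone H3 gene *hhtA* (AN0733) and the histone H4.1 gene *H4.1* (AN0734) are neighbours on chromosome VIII, and each had its own peak, from 2576782 to 2578165 and from 2575166 to 2576180. The *hhtA* peak had 1419 ± 181 (SD, n = 3) normalized counts in IP and 884 ± 23.8 (SD, n = 3) in input, a log2 fold change of 0.68 (standard error 0.09, adjusted p = 2.41e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At *H4.1* the log2 fold change was 0.43 (standard error 0.09, adjusted p = 0.00249 from the same edgeR test). The peak at *H2A.X* (AN3468, chromosome VI, 582649 to 583598) had 917 ± 61.8 (SD, n = 3) normalized counts in IP and 628 ± 11.7 (SD, n = 3) in input, a log2 fold change of 0.55 (standard error 0.08, adjusted p = 8.34e-05 from the same edgeR test). The 3 peaks covered 100%, 94.3% and 92.0% of the genes and were called in each of the 6 fits that left out a library. With the test centred on the peaks of at least 2-fold MACS2 enrichment, *hhtA* was still called, while *H2A.X* (0.08) and *H4.1* (-0.04) were not.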

It seems likely that KaeA, as a chromatin-associated protein, might directly affect the transcription of genes identified in ChIP-Seq analysis. Some of them were also selected in transcriptomic analysis (Table S10), confirming that KaeA directly affects their transcription. Among them is a gene encoding bZIP transcription factor HapX, involved in iron homeostasis regulation and interaction with the CCAAT-binding core complex [38,39]. However, not all genes identified in ChIP-Seq were also selected in transcriptomic analysis. This may be due to the fact that the *kaeA* deletion strain was not used for the transcriptome analysis, the *kaeA19* and *kaeA25* mutants were. These mutations lead to slight changes on the protein surface [22] that may only affect interactions with some protein partners, and hence the expression of only some genes directly regulated by KaeA.

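The gene lists of the transcriptomic analysis (Tables S3 and S4) were compared with the 63 genes that overlap a called peak. Of 62 protein-coding genes among these, 5 are in the list downregulated in *kaeA19*, where 0.730 were expected from the 10453 protein-coding genes of the gene table, which hold 123 of the 134 genes of that list (odds ratio 7.64, p = 0.000787, Fisher's exact test, two-sided; Benjamini-Hochberg adjusted p = 0.00236 over the 9 comparisons made). These are AN2435, AN2436, AN6731, AN6973 and AN8907. Without IP replicate 2, 11 of 94 genes were shared (odds ratio 12.1, p = 1.15e-08, Fisher's exact test). The other fits that each left out a library gave 5 or 6. The calls from all libraries were also compared with the genes at any of the 468 peaks as background, in place of all genes. The odds ratio was then 0.775 (p = 0.811, Fisher's exact test), so that genes at called peaks were in the list no more often than genes at other peaks. A single gene at a called peak, AN2796, is in the list upregulated in *kaeA19* (odds ratio 0.498, p = 0.724, Fisher's exact test), and *niiA* alone is in the list downregulated in *kaeA25* (odds ratio 2.78, p = 0.309, Fisher's exact test). The list upregulated in *kaeA25* was read with 91 genes against the 92 that the paper gives and was not tested. The largest log2 fold changes of IP against input among the genes of Table S10, other than those of Table 3, were 0.60 (standard error 0.08) at *sdeA* (AN6731, chromosome I, 2948740 to 2950466), 0.60 (standard error 0.08) at AN6973 (chromosome IV, 1434490 to 1435991) and 0.58 (standard error 0.08) at AN8907 (chromosome VII, 494912 to 496217). The peaks at *nmt1* (AN8009, log2 fold change 0.15, adjusted p = 0.198), *thiF* (AN3928, 0.24, adjusted p = 0.120) and AN2042 (0.21, adjusted p = 0.147) were not called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without IP replicate 2, *thiF* and AN2042 were called (adjusted p of 0.000433 and 0.00316 from the same edgeR test).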

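The peak at *hapX* (AN8251) lies on chromosome II from 1274432 to 1276389, covers the whole gene (1274737 to 1276164) and is classed as exon in the authors' annotation. Its normalized count was 1073 ± 90.9 (SD, n = 3) in IP and 952 ± 37.0 (SD, n = 3) in input, a log2 fold change of 0.17 (standard error 0.08, adjusted p = 0.200 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference was not past the threshold with all libraries. Without IP replicate 2 the log2 fold change was 0.21 with an adjusted p of 0.0161 from the same edgeR test, and across the other 5 fits that each left out a library the adjusted p was as high as 0.619. With the trend on peak length removed, the log2 fold change was -0.04.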

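Of the 63 genes that overlap a called peak, 56 are in none of the gene lists read from Tables S3 and S4. The 5 genes shared with the *kaeA19* downregulated list all have a peak higher in IP, and the 48 genes at peaks higher in IP include 0 genes of the *kaeA19* upregulated list, where 1.52 were expected (p = 0.407, Fisher's exact test, two-sided).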

Although KaeA is a chromatin-associated protein, it is not a DNA-binding protein, and its interactions with chromatin most probably occur through interactions with other proteins that directly bind to DNA or are part of DNA-binding complexes. Therefore, an important point in defining the role of KaeA in the regulation of transcription was identifying its protein partners other than KEOPS subunits. Proteomic analysis performed with the strain expressing KaeA-TEV-GFP fusion identified three proteins, interaction with which could explain the effect of KaeA on the expression level of many genes. These are AN2181, a homologue of yeast Toa2p, a small subunit of general transcription factor TFIIA involved in the initiation of transcription by RNA polymerase II, and two subunits of general transcriptional co-repressor, RcoA and SsnF, homologues of yeasts Tup1p and Ssn6p. It is worth pointing out that the interaction with RcoA/SsnF co-repressor was detected only in samples not treated with DNase, indicating that chromatin is needed for their occurrence (Table 2). In *A. nidulans*, RcoA/SsnF co-repressor is involved in the regulation of fungal growth and development and, to lesser extent, carbon regulation [40,41], and was shown to be essential for the maintenance of the closed chromatin structure of some promoters [42]. Yeast Tup1p/Ssn6p co-repressor is recruited to target genes by interactions with DNA-binding repressor proteins. Repression occurs via several mechanisms, such as interactions with histones [43], the recruitment of histone deacetylases (HDACs) [44], and interactions with the RNA polymerase II mediator subcomplex [45].

To function as a chromatin-associated regulatory protein, KaeA must be transported into the nucleus. Bioinformatics analysis predicted that KaeA is a cytoplasmic protein without any obvious nuclear localization signal (data not shown). However, the absence of an NLS sequence does not preclude transport into the nucleus. Proteins lacking this sequence can be transported into the nucleus in a complex with a protein that has the sequence. Such a mechanism was described, for example, for *Neurospora crassa* VeA and VelB proteins, subunits of the *velvet* regulatory complex. VeA is imported into the nucleus by KapA importin; in addition, it supports the nuclear transport of VelB, which lacks NLS [46]. It is possible that KaeA is transported into the nucleus in a complex with PipA, the other KEOPS subunit, homologue of yeast Bud32p. PipA includes NLS and was shown to be present in the nucleus [47]. Finally, KaeA transport to the nucleus and its interaction with other proteins may depend on post-translational modifications of the protein. It is very likely that one such modification is phosphorylation, which is known to regulate the cytoplasm/nuclear localization of transcription factors, as in the case of Mig1p carbon regulator of *S. cerevisiae* [48]. Proteomic analysis showed that KaeA interacts with protein kinases (CmkA, PkaA/PkaR, PkcB) and putative protein phosphatase (Table 2). Moreover, bioinformatics analysis predicted 31 potential phosphorylation sites, including some specific for protein kinases A and C (Table S11). Altogether, these data suggest that KaeA may undergo phosphorylation and dephosphorylation reactions that affect its interaction with other proteins and/or nuclear localization.

In conclusion, our results indicate that KaeA is a protein with a dual function (Figure 3). We postulate that, in addition to its primary role, which is participating in t6A_37_ tRNA modification, KaeA has additional functions in the nucleus, taking part in the regulation of gene expression. As KaeA is a chromatin-associated protein but not a DNA-binding protein, its interactions with chromatin are most probably indirect and mediated via protein–protein interactions, i.e., via proteins that directly bind to DNA or are part of DNA-binding complexes. The influence of KaeA on the expression of many genes most likely results from its interactions with general transcription factor TFIIA and general co-repressor RcoA/SsnF. Possible interactions with other factors, including specific ones, cannot be ruled out. Our findings open up worthwhile research opportunities, as KaeA seems to be an attractive candidate as a model protein for multiple-function, linking translation and transcription regulation.

## 4. Materials and Methods

### 4.1. A. nidulans and S. cerevisiae Strains, Growth Conditions, and Transformation

*pyrG89*; *argB2*; *pabaB22*, *nkuA*Δ*::argB*; *riboB2* (1) was used as a recipient strain in transformation experiments and as a control strain in Western and proteomic analysis. *proA6*, *kaeA19*, *pabaA12*, *biA1* (2) and *proA6*, *kaeA25*, *adF9*, *yA2*, *phenA2* (3) (previously called *suD19pro* and *suD25pro*, respectively [22]) were used for primer extension and transcriptomic analysis. *proA6, pabaA9, biA1* (4) and *proA6, adF9, yA2, phenA2* (5) were used as control *kaeA^+^* strains. *kaeA::*[*TEV-GFP-A.f. pyrG], pyrG89; argB2; pabaB22, nkuAΔ::argB; riboB2* (6) was used in proteomic analysis. *kaeA::*[*HA-A.f. pyrG], pyrG89; argB2; pabaB22, nkuAΔ::argB; riboB2* (7) was used for ChIP-Seq analysis. *kaeA::*[*GFP*-*A.f*. *pyrG*], *pyrG89*; *argB2*; *pabaB22*, *nkuA*Δ*::argB*; *riboB2* (8) was used as a recipient strain in transformation experiments to obtain strains (6) and (7)*. yA1*, *pabaA1*, *areA::HA*, *argB::*[*fmdS-lacZ*] (9) was used as a control in ChIP-Seq experiment design (kind gift of Richard Todd) [49].

Transformation of *A. nidulans* was performed as described in [50]. For primer extension, transcriptomic, RT-qPCR, proteomic, and ChIP-Seq analyses, *A. nidulans* mycelia were grown on minimal medium (10 mM nitrate and 1% glucose) for 8–10 h at 37 °C, harvested, washed with cold distilled water, and frozen at −80 °C. 

*S. cerevisiae* haploid *kae1*Δ strain was obtained by sporulation and tetrad dissection of EJP51 diploid strain MATa/MAT*α: leu2*, *ura3*, *his3*, *ade2*, *trp1*, *KAE1/leu2*, *ura3*, *his3*, *ade2*, *trp1*, *kae1*Δ*::kanMX6* (kind gift of Rolf Sternglanz) [7] and used in primer extension as an experimental control. Yeast *kae1*Δ and wild-type control strains were grown at 30 °C in YPD medium to OD_600_ = 1.5, harvested, washed with cold distilled water, and frozen at −80 °C.

### 4.2. Transcriptomics

For transcriptomic analysis, total RNA was isolated from *kaeA19*, *kaeA25*, and the respective control strains, as described by Schmitt et al., [51]. For each strain, three independent biological experiments were performed. Total RNA samples were treated with RQ1 RNase-Free DNase I (Promega, Madison, WI, USA) and ribosomal RNA was depleted with Epicenter Ribo-Zero™ Magnetic Gold Kit (Yeast) (Illumina, San Diego, CA, USA). The sample quality and success of depletion were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and Agilent RNA 6000 Nano and Pico kits, respectively.

RNA-Seq libraries were prepared using the Epicentre ScriptSeq™ v2 RNA-Seq Library Preparation Kit (Illumina, San Diego, CA, USA). In this process, 17.5 ng of rRNA-depleted RNA, according to quantification by Bioanalyzer, was used as input, and following 10 cycles of amplification, libraries were purified using AMPure XP beads (Beckman Coulter, Brea, CA, USA). Libraries were quantified using a Qubit 2.0 fluorimeter (Invitrogen ™, Thermo Fisher Scientific, Waltham, MA, USA) and their size distribution and quality was assessed using the Bioanalyzer and Agilent High Sensitivity DNA kit (Agilent Technologies, Santa Clara, CA, USA). The quantity of each library was assessed by qPCR using KAPA Library Quantification Kit (Kapa Biosystems, Wilmington, MA, USA) on a Roche Light Cycler LC480II (Roche Diagnostics, Mannheim, Germany). The libraries were sequenced on the Illumina NextSeq 500 instrument using NextSeq High Output kit v1 (2 × 75 bp paired-end) (Illumina, San Diego, CA, USA).

Raw single reads were subjected to sequence quality control using FastQC v. 0.11.5 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ accessed on 1 July 2016). The analysis was performed according to the RNA-Seq tutorial (https://www.bioconductor.org/packages//2.10/data/experiment/vignettes/RnaSeqTutorial/inst/doc/RnaSeqTutorial.pdf accessed on 1 July 2016). Paired-end reads were aligned to the *A. nidulans* reference genome sequence A_nidulans_FGSC_A4 version “s09-m04-r07”, downloaded from the *Aspergillus* Genome Database (AspGD). Alignment was conducted using TopHat v.2 [52] and Bowtie2 [53]. Mapped reads were filtered to retain only those where both reads of the pair (R1 and R2) aligned in the correct relative orientation. These were used to estimate expression levels for annotated loci by counting fragments. Fragment counting was conducted using ShortRead [54]. Alignment data are summarized in Supplementary Table S1. The mapped reads were analyzed using Python, with Pandas and Seaborn modules [55]. Fragment counts were used to assess differential gene expression, after normalization for library size, using the R package edgeR [56,57]. Gene expression was regarded as significantly changed if fold change was >2 and adjusted *p*-value was <0.05. Protein function annotation was performed using the AspGD [58], Fungal & Oomycete Informatic Resources (FungiDB) [59,60], and Saccharomyces Genome Database (SGD) [61]. Gene Ontology (GO) enrichment analysis was performed using the software available on FungiDB (Biological Process, *p*-value < 0.05). The RNA-Seq data discussed in this publication were deposited in NCBI’s Gene Expression Omnibus [62] and are accessible under GEO Series accession number GSE206830.

### 4.3. RT-qPCR Analysis

For RT-qPCR analysis, total RNA from *kaeA25*, *kaeA19*, and the respective control isogenic strains was isolated, as described by Schmitt et al., [51]. RNA was treated with DNase I (Roche Diagnostics, Mannheim, Germany), phenol-chloroform extracted and ethanol precipitated. The sample quality and concentration were assessed using an Agilent 2100 Bioanalyzer and Agilent RNA 6000 Nano kit (Agilent Technologies, Santa Clara, CA, USA). Only RNA samples with RNA integrity number (RIN) value not lower than 9.0 were used for reverse transcription. cDNA was synthesized from 2 μg of total RNA using SuperScript^®^ III Reverse Transcriptase (Invitrogen™ Thermo Fisher Scientific, Waltham, MA, USA), and a mixture of oligo-dT and random hexamer primers, in accordance with the manufacturer’s protocol. RT-qPCR was conducted using the LightCycler^®^ 480 II System (Roche Diagnostics, Mannheim, Germany) with pairs of primers specific for selected genes (Table S1) and LightCycler^®^480 SYBR Green I Master Mix (Roche Diagnostics, Mannheim, Germany). For each strain, 3 biological repeats were analyzed, with 2 technical repeats in each case. The efficiency (E) and specificity of each pair of primers were tested in RT-qPCR reactions using 6-point standard curves of 5-fold diluted cDNA of the control strain. The E value for all primer pairs used was in the range of 1.93–2.00. Cp values were calculated using LightCycler^®^480 Software v.1.5 (Roche Diagnostics, Mannheim, Germany), based on the second derivative maximum method. Cp values were normalized using amplicon for 18S rRNA as an endogenous control. Differential expression was assessed using the *t*-test with Benjamini–Hochberg correction, using the wild type as a reference.

### 4.4. Plasmids for Aspergillus Transformation

#### 4.4.1. Golden Gate Cloning

The Golden Gate cloning system was used to obtain a plasmid expressing KaeA-GFP fusion. A plasmid comprising a *kaeA::*[*GFP-A.f.pyrG*]-*kaeA-DR* cassette (where *A.f.pyrG*, the *Aspergillus fumigatus pyrG* gene, was used as a selection marker, and *kaeA-DR* refers to *kaeA* downstream region) was constructed using the Golden Gate cloning procedure [63]. All the plasmids and DNA fragments were purified with a High Pure PCR Product Purification Kit (Roche Diagnostics, cat. no. 11732668001, Mannheim, Germany). Fragments for cloning were amplified using specific primers (Table S1). The Golden Gate cloning reaction was performed according to the standard protocol, with 75 ng storage vector, 75 ng target vector (pET28), 40 ng of each insert, 1 µL T4 DNA ligase buffer (Roche Diagnostics, Mannheim, Germany), 0.5 µL BveI (10 U/ µL; New England Biolabs, Ipswich, MA, USA;), and 0.75 µL T4 DNA ligase (0.75 U/ µL; Roche Diagnostics, Mannheim, Germany) added to the tube. The PCR was carried out according to the following program: 37 °C for 2 min and 16 °C for 5 min over 50 cycles, 37 °C for 5 min, 5 °C for 5 min, and 80 °C for 5 min.

Then 20 µL of the Golden Gate reaction mixture was used to transform GC10™ Competent Cells (Sigma-Aldrich, Saint Louis, MO, USA) and transformants were selected on an LB + kanamycin (100 µg/mL) plate. The linear fragment comprising *kaeA::*[*GFP-A.f.pyrG*]-*kaeA-DR* cassette was cut out of the plasmid and used for transformation of the *A. nidulans* *nkuA*Δ, *kaeA^+^* recipient strain (1), giving the strain expressing KaeA-GFP fusion (8).

#### 4.4.2. Overlap Extension PCR Cloning

Overlap extension PCR cloning was used to obtain strains expressing KaeA-TEV-GFP (6) and KaeA-HA (7) fusions [64]. Fragments were amplified using specific primers (Table S1). The first-step primers contained 30 nucleotides complementary to the insert sequence (coding for TEV protease recognition site or HA-tag) and 50 nucleotides complementary to the target vector sequence (vector comprising *kaeA::*[*GFP-A.f.pyrG*]-*kaeA-DR* cassette; Section 4.4.1). The first-step reaction was performed using the Expand Long Template PCR System polymerase (Roche Diagnostics, Mannheim, Germany) in accordance with the manufacturer’s recommendations. In the second step, the PCR product obtained from the first step was used as a primer. A 250-fold molar excess of PCR product from the first step, 0.6 uL 10 mM dNTP, 1.25 uL 10× reaction buffer, and 0.4 uL of Expand Long Template PCR System polymerase were added to 10 ng of the target vector, for a final volume of 12.5 uL. The PCR reaction was carried out according to the following program: 98 °C for 5 min; 30 cycles of 98 °C for 30 s, 60 °C for 30 s, and 72 °C for 1.5 min per kb; and 72 °C for 10 min. After the completion of the reaction, 10 U DpnI (Thermo Fisher Scientific, Waltham, MA, USA) was added directly to the reaction mixture, and the sample was incubated for 1 h at 37 °C. GC10™ Competent Cells (Sigma-Aldrich, Saint Louis, MO, USA) were transformed with the reaction mixture according to the manufacturer’s protocol. The resulting plasmids were used for transformation of the *A. nidulans* *nkuA*Δ*, kaeA^+^* recipient strain (1), giving strains (6) and (7), expressing KaeA-TEV-GFP and KaeA-HA fusion proteins.

### 4.5. Purification of Proteins Interacting with KaeA

For proteomic analysis, *A. nidulans* strain (6) expressing KaeA-TEV-GFP fusion protein and control isogenic strain (1) were grown. Four independent biological experiments were performed for each strain, two of them with the addition of DNase during the purification procedure (see below).

Then 20 g of frozen mycelium was ground in a cooled mill with the addition of dry ice, suspended in 25 mL of buffer (40 mM HEPES, pH 8.0; 150 mM NaCl; 1 mM DTT; protease inhibitors: 2 mM benzamidine, 1 μM leupeptin, 2 μM pepstatin, 4 μM chymostatin; 2 mM PMSF) and ultracentrifuged at 20,000 rpm for 15 min at 4 °C. The supernatant was transferred to a new tube and ultracentrifuged at 32,000 rpm for 1 h 15 min at 4 °C.

Supernatant was dialyzed in VISKING^®^ dialysis tubing 36/32 (Serva Electrophoresis, Heidelberg, Germany) against dialysis buffer IPP 150 (10 mM HEPES, pH 8.0; 150 mM NaCl, 1 mM PMSF; 1 mM DTT with 20% glycerol) for 2 h at 4 °C. Extract was transferred to a test tube with 100 µL of GFP-TrapA resin (ChromoTek, Planegg, Germany) previously washed with IPP 150. Subsequently, Triton™ X-100 to 0.1%, PMSF to 0.1 mM, protease inhibitors (benzamidine to 2 mM, leupeptin to 1 µM, pepstatin to 2 µM, chymostatin to 4 µM), 1/1000 volume of A + T1 RNase Cocktail™ (Ambion™, Thermo Fisher Scientific, Waltham, MA, USA), and, optionally, 2 U of DNase TURBO (Invitrogen™, Thermo Fisher Scientific, Waltham, MA, USA) were added. After 12 h of incubation with constant agitation at 4 °C, the extract was transferred to Poly-Prep^®^ Chromatography Columns (Bio-Rad Laboratories, Hercules, CA, USA). The resin was rinsed 3 times with 10 mL of IPP 150 and once with 10 mL of TEV protease buffer (20 mM Tris-HCl, pH 8; 500 mM NaCl; 10 mM imidazole; lysozyme 50 μg/mL). Proteins were eluted by incubation with 10 μg of TEV protease in 250 μL TEV protease buffer for 2 h at room temperature. Water was added to the eluate to a volume of 400 µL, and then 100 µL Pyrogallol Red (Sigma-Aldrich, Saint Louis, MO, USA) was added. The sample was vortexed, incubated for 20 min at room temperature, and centrifuged for 15 min at 12,000 rpm.

Precipitated proteins were subjected to MS analysis at the Laboratory of Mass Spectrometry, Institute of Biochemistry and Biophysics, Polish Academy of Sciences. Precipitated proteins were digested with trypsin. MS analysis was performed by LC-MS using a nanoAcquity UPLC system (Waters, Milford, MA, USA) coupled to an Orbitrap Elite (Thermo Fisher Scientific, Waltham, MA, USA). Peptide mixtures were applied in equal volumes of 20 μL to RP-18 pre-column (Waters) using water containing 0.1% FA as a mobile phase and then transferred to a nano-HPLC RP-18 column (internal diameter 75 µm; Waters) using ACN gradient (0–35% ACN for 160 min) in the presence of 0.1% FA at a flow rate of 250 nL/min. The mass spectrometer was operated in the data-dependent MS2 mode, and data were acquired in the m/z range of 300–2000.

Data were preprocessed with Mascot Distiller (version 2.5; Matrix Science, Boston, MA, USA) and searched with the Mascot software version 2.5 (Matrix Science) [65] against the *A. nidulans* database derived from FungiDB v. 44 [59,60]. The rest of the parameters were as follows: enzyme: trypsin; fixed modification: methylthio (C); variable modification: oxidation (M). Data were recalibrated offline, with typical peptide mass tolerance of 5 ppm and fragment mass tolerance of 0.01 Da. FDR was calculated using the Decoy database and false positive rate was kept below 1%. The mass spectrometry proteomics data were submitted to the ProteomeXchange Consortium [66] via the PRIDE [67] partner repository with dataset identifiers PXD034554 and 10.6019/PXD034554.

Proteomes of the strain expressing KaeA-TEV-GFP fusion protein and the control isogenic strain were compared. Proteins were selected that were not present in the control strain and were present at least twice in the strain expressing the KaeA fusion, including at least once with Mascot score > 70.

### 4.6. Primer Extension

RNA from yeast *kae1*Δ and wild-type control strains, and from *A. nidulans* strains (2), (3), (4), and (5) was isolated, as described by Schmitt et al., [51]. A fraction of small RNAs was purified using the mirVana™ miRNA isolation kit (Ambion™, ThermoFisher, cat. No. AM1560, Waltham, MA, USA). The RNA concentration was checked using a NanoDrop ND-2000 spectrophotometer (ThermoFisher).

A modified primer extension experiment was performed according to the procedure described for *S. cerevisiae* [7]. HPLC purified primers IletRNArev, ValtRNArev, and IletRNArev-yeast (Table S1) were labeled at the 5′ end with T4 polynucleotide kinase (ThermoFisher, cat. No. EK0031) and [γ-32P] ATP (6000 Ci/mmol; Perkin Elmer, Waltham, MA, USA). Then 17 µL of ammonium acetate, 0.5 µL of GlycoBlue™ co-precipitant (15 mg/mL) (Invitrogen™, ThermoFisher, cat. No. AM9515), and 100 µL of 95% ethanol were added to the samples. Labeled primers were precipitated for 1 h at −20 °C and then centrifuged at 12,000 rpm for 15 min at 4 °C. Pellets were resuspended in 10 µL of water. Next, 1 pmol of primer and 2 μg of small RNA fraction in 5 µL First-Strand Buffer (Invitrogen™, ThermoFisher) were incubated for 3 min at 95 °C, followed by slow cooling to 37 °C. Subsequently, 5 µL of reaction mixture (0.5 mM dNTPs, 10 mM DTT, and 200 units of SuperScript™ III reverse transcriptase (Invitrogen™, ThermoFisher) in First-Strand Buffer) was added to the RNA–primer mixture. Elongation was performed for 50 min at 42 °C, followed by inactivation (15 min, 70 °C). Then, 10 µL of Gel Loading Buffer II (Ambion™, ThermoFisher) was added to each sample, which was run on a 15% denaturing polyacrylamide sequencing gel (0.4 mm). The gel was dried, and the samples were visualized with an FLA-9000 laser imager (GE Healthcare, Chicago, IL, USA).

### 4.7. Western Analysis

The frozen mycelia were resuspended in 1 mL of homogenization buffer (40 mM HEPES, pH 8.0; 150 mM NaCl; 1 mM DTT; 2 mM PMSF) and ground using an MP Biomedicals FastPrep^®^-24 bead beater (MP Biomedicals, Irvine CA, USA), (2 cycles, 60 s, 6 m/s). The extract was centrifuged 2 times at 12,000 rpm for 15 min at 4 °C.

SDS-PAGE was performed according to Sambrook and Russell [68], and the Western analysis was performed as described by Todd et al., for AreA-HA fusion [49]. In this step, 10 μL of the protein extract was mixed with Laemmli’s reagent (1:1) containing 5% β-mercaptoethanol, incubated for 10 min at 95 °C, and loaded onto a polyacrylamide gel (4% stacking gel and 12% separating gel). The PageRuler™ Prestained Protein standard (Thermo Fisher) was used. Electrophoresis was carried out in a Mini-Protean apparatus (Bio-Rad Laboratories) using TG buffer (25 mM Tris, 250 mM glycine, 0.1% SDS), for 2 h at 65 V. After the completion of electrophoresis, the gel was placed in the transfer buffer (50 mM Tris, 40 mM glycine, 0.0375% SDS, 20% methanol) for 5 min, and subsequently, proteins were transferred to Protran membrane (Whatman™, Sigma-Aldrich, Saint Louis, MO, USA) using a Trans-Blot apparatus (Bio-Rad Laboratories) for 1 h at 10 V.

The membrane was preincubated in 5% skim milk and 0.1% Tween in PBS buffer (Sigma-Aldrich, Saint Louis, MO, USA) for 1 h. Primary Anti-HA antibody (Roche Diagnostics, cat. no. 11583816001, Mannheim, Germany) at a 1:5000 dilution was added, and incubation was carried out for 12 h at 4 °C with constant agitation. The membrane was washed 3 times for 10 min in 0.1% Tween in PBS, and then incubated with secondary anti-mouse antibody (Sigma-Aldrich, cat. no. A9044, Saint Louis, MO, USA) at 1:10,000 dilution in the same buffer for 1 h at room temperature. Finally, the membrane was washed as above and the SuperSignal™ West Femto Maximum Sensitivity Substrate Chemiluminescence Kit (ThermoFisher, cat. no. 34094) was used to visualize the labeled antibodies, with detection by a CCD camera (Bio-Rad Laboratories).

### 4.8. ChIP-Seq Analysis

*A. nidulans* strain (7) expressing KaeA-HA fusion protein was used for ChIP-Seq analysis. Strain (9) expressing AreA-HA fusion protein was used as an additional control for chromatin immunoprecipitation (ChIP). Three independent biological experiments were performed.

ChIP was conducted according to Boedi and Strauss [69]. Incubation for 15 min with 1% formaldehyde was used for crosslinking, and then mycelia were ground in a mortar. Extracts were sonicated for 25 min using a Bioruptor 200 (Diagenode, Ougrée, Belgium) (2 min on/1 min off/power setting high). Anti-HA antibody (Roche Diagnostics, cat. no. 11583816001, Mannheim, Germany) was used for chromatin immunoprecipitation. Control qPCR reaction was conducted for samples from strain expressing AreA-HA fusion, using primers specific for bi-directional *niiA–niaD* promoter (Table S1), as described by Berger et al., [25]. Input DNA before immunoprecipitation was used as a control to assess enrichment of specific DNA regions after immunoprecipitation.

ChIP-Seq was performed at the Next-Generation Sequencing Core Facility, Centre of New Technologies, University of Warsaw. ChIP-Seq libraries were prepared using KAPA HyperPrep Kit (Kapa Biosystems; #KR0961) and KAPA dual-indexed adapters (Kapa Biosystems; #KK8722) with 10 cycles of amplification. The size distribution was assessed using an Agilent 2100 Bioanalyzer and High Sensitivity DNA Kit (Agilent Technologies; #5067–1513, Santa Clara, CA, USA). The concentration of the libraries was determined by qPCR using a Kapa Library Quantification Kit (Kapa Biosystems; #KK4824) and Roche LC480II cycler (Roche Diagnostics, Mannheim, Germany) following the manufacturer’s protocols. Sequencing was performed on an Illumina NovaSeq 6000 instrument using a NovaSeq 6000 S2 Reagent Kit (100 cycles) (Illumina, cat. no. 20012862, San Diego, CA, USA) in 2 × 100 cycles pair-end reading mode, following the manufacturer’s recommended procedure.

Raw reads were trimmed with the use of Trimmomatic software [70]. All reads with a quality less than 20 (phred+33) in the four-nucleotide window were trimmed. Reads shorter than 50 nucleotides were discarded. Trimmed reads were mapped to the reference genome with the use of BWA [71]. All the samples were mapped separately to the Aspergillus_nidulans.ASM1142v1 reference genome derived from Ensembl Fungi [72]. Optically duplicated reads were identified and removed with the use of the Picard tool. Alignment data are summarized in Table S7. Peak calling was performed in R software [73] with the use of system PipeR, CHIPpeakAnno, GenomicFeatures, ChIPseeker, and Biostrings packages. All biological replicates (fastq files) were merged into one file for input and immunoprecipitated (IP) samples. Peak calling with input/IP samples was performed with the use of the MACS2 callpeak algorithm [74]. Differential binding analysis between control and treatment was performed with the use of the edgeR package [56,57]. 

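In the authors' deposited table of the edgeR comparison, 83 of the 468 peaks have an FDR under 0.05, 54 of them higher and 29 lower in IP, and 127 have an unadjusted p under 0.05. All 76 peaks called by the quasi-likelihood test are among these 83. The likelihood ratio test of the edgeR version used here called 84 peaks, 54 higher and 30 lower in IP, and the same test with the 3 dispersions estimated in turn, an alternative chosen after seeing the data, called 83.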

Among all detected peaks, 104 differed with statistical significance *p* < 0.05 (FDR corrected). 

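The 76 called peaks overlapped 63 genes by at least 1 bp, 48 at peaks higher in IP and 15 at peaks lower in IP, and 49 of these genes are listed in Table S8. In the opposite direction, 69 of the 78 genes of Table S8 overlapped a peak. The peak was higher in IP at 42 of them, lower at 7 (AN0004, AN0376, AN10649, AN2661, AN2670, AN2711 and AN8648) and not called at 20. An overlap of 1 bp is enough for these counts, so a peak can lie mainly at a neighbouring gene. The higher peak counted for AN3470 covers 9.55% of that gene and 99.9% of AN3469. In the authors' deposited table, the peaks at 19 of the 69 genes have an FDR of 0.05 or above. An overlapping peak was not found for 7 genes. The count of genes was 20 among the peaks with a MACS2 fold enrichment of at least 2, 95 without IP replicate 2 and 308 with the rescaling to the median MACS2 fold, an alternative chosen after seeing the data. The nearest gene in the authors' annotation was not used for this count, because it names only 122 genes for the 468 peaks and lies over 10 kb away for 389 of them, with a median of 51.1 kb.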

Finally, 78 genes were identified. Annotation with GO, Pfam, and KEGG databases was performed with the use of Interproscan [75].

The ChIP-Seq data discussed in this publication were deposited in the NCBI Gene Expression Omnibus database and are accessible under GEO series accession number GSE206874.

### 4.9. Bioinformatics Analysis of KaeA Protein

DeepLoc 2.0 [76] was used to predict the subcellular localization of KaeA, and NetPhos-3.1 [77,78] was used to predict KaeA phosphorylation sites.

## Figures and Tables

**Figure 1:**
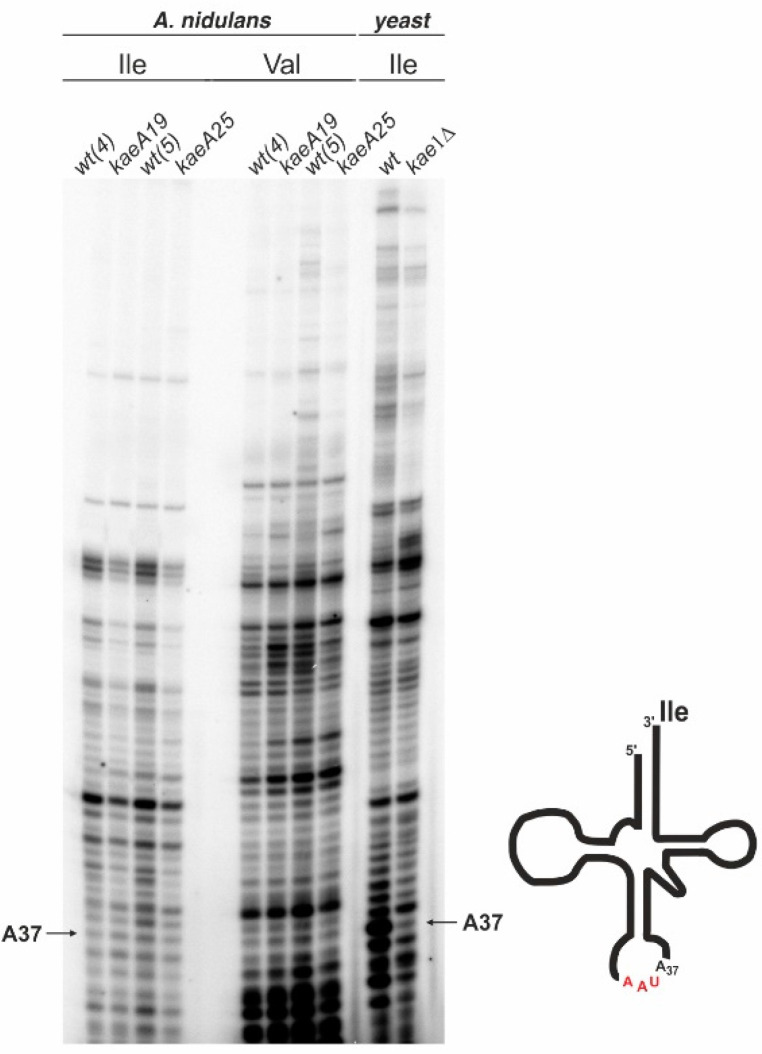
Primer extension analysis of tRNA^Ile^ and tRNA^Val^ in *A. nidulans* and *S. cerevisiae.* A fraction of small RNAs was isolated from *kaeA19*, *kaeA25*, *kae1*Δ mutant, and respective control strains. The position of the modified t6A_37_ nucleotide is indicated.

**Figure 2:**
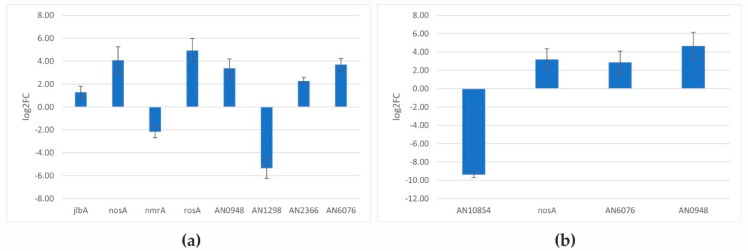
Quantitative transcriptional analysis of selected genes differentially expressed in (**a**) *kae19* and (**b**) *kaeA25* mutant strains. Relative expression in *kaeA* mutants in comparison with control isogenic wild-type strain was calculated by RT-qPCR analysis. FC, fold change in *keaA19(25)*/wt.

**Figure 3:**
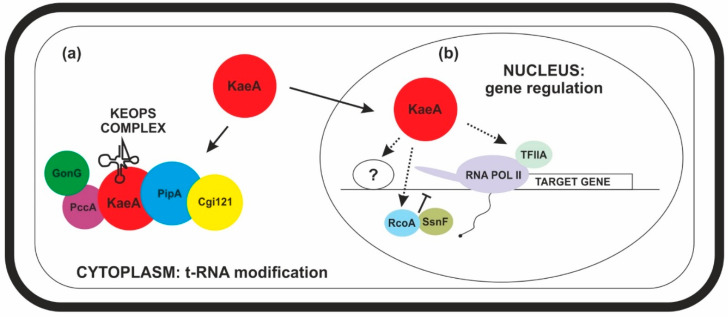
KaeA, a protein with a dual function. (**a**) Primary role of KaeA: participation in t6A_37_ tRNA modification. (**b**) Additional nuclear function of KaeA: regulation of gene expression.

**Table 1:** Differentially expressed genes coding for regulatory proteins selected for RT-qPCR analysis.

Gene AN Number	Gene Name	Yeast Homologue Gene Name ^1^	Protein Function ^2^
*AN5170*	*rosA*	*UME6*	Putative Zn(II)2Cys6 transcription factor; negative regulator of sexual development. Homologue of yeast Ume6p, encoding histone Rpd3p deacetylase subunit, general regulator of chromatin structure and transcriptional repressor.
*AN1848*	*nosA*	*UME6*	Putative Zn(II)2Cys6 transcription factor; negative regulator of sexual development. Homologue of yeast Ume6p, encoding histone Rpd3p deacetylase subunit, general regulator of chromatin structure and transcriptional repressor.
*AN1812*	*jlbA*	–	bZIP transcription factor involved in amino acid biosynthesis.
*AN8168*	*nmrA*	–	Co-repressor of general nitrogen regulator AreA
*AN0948*	–	*GCN20*	Protein with predicted ATPase activity. Homologue of yeast GCN20p, positive regulator of Gcn2p kinase; forms a complex with Gcn1p; proposed to stimulate Gcn2p activation by an uncharged tRNA.
*AN1298*	–	*RTG3*	Homologue of yeast Rtg3p, bHLH/Zip transcription factor for retrograde (RTG) and TOR pathways.
*AN6076*	–	*SWR1*	Protein with helicase domain of SNF2 type. Homologue of yeast Swr1p, Swi2/Snf2-related ATPase; catalytic subunit of SWR1 complex, which exchanges histone variant H2AZ (Htz1p) for chromatin-bound histone H2A.
*AN10854*	–	*SNF4*	Putative serine-threonine protein kinase. Homologue of yeast Snf4p, activating subunit of AMP-activated Snf1p kinase complex; activates glucose-repressed genes, represses glucose-induced genes.
*AN2366*	–	*–*	Putative trypsin-like protease involved in proteolytic cleavage of NmrA, a regulatory protein involved in repression of nitrogen metabolism.

^1^ Dash (–) indicates lack of yeast homologue. ^2^ According to FungiDB and SGD.

**Table 2:** Potential protein partners of KaeA.

Gene AN Number	Gene Name	Protein Function (from FungiDB)	Yeast Homologue Gene Name	Protein Function of Yeast Homologue (from SGD)	DNAse * +/−
AN2845	*pccA*	Putative component of EKC/KEOPS complex	*PCC1*	Component of KEOPS complex	+
AN2513	*pipA*	Putative component of EKC/KEOPS complex	*BUD32*	Protein kinase, component of KEOPS complex	+
AN11910	*cgi121*	Putative component of EKC/KEOPS complex	*CGI121*	Component of KEOPS complex	−
AN11901	*gonG*	Putative component of EKC/KEOPS complex	*GON7*	Component of KEOPS complex	+
AN6505	*rcoA*	WD40 repeat protein	*TUP1*	Chromatin-silencing transcriptional regulator; forms complex with Cyc8p, involved in establishment of repressive chromatin structure	−
AN12054	*ssnF*	Orthologue of *S. cerevisiae* Ssn6p	*CYC8*	Chromatin-silencing transcriptional regulator; acts together with Tup1p	**−**
AN2181	***–***	Orthologue(s) have RNA polymerase II transcription factor activity, TBP-class protein binding	*TOA2*	TFIIA small subunit; involved in transcriptional activation, acts as anti-repressor or co-activator	+
AN2412	*cmkA*	Calcium/calmodulin-dependent protein kinase A	*CMK2*	Calmodulin-dependent protein kinase	−
AN6305	*pkaA*	cAMP-dependent protein kinase catalytic subunit	*TPK2*	Catalytic subunit of cAMP-dependent protein kinase	+
AN4987	*pkaR*	Putative protein kinase A (PKA) regulatory subunit	*BCY1*	Regulatory subunit of cyclic AMP-dependent protein kinase PKA	+
AN5973	*pkcB*	Protein with similarity to protein kinase C	*YPK1*	Serine/threonine protein kinase	+
AN1545	*–*	Putative regulatory subunit of protein phosphatase 2A (PP2A)	*CDC55*	Non-essential regulatory subunit B of protein phosphatase 2A (PP2A)	+

Note: for complete list of proteins interacting with KaeA, see Table S6. * Occurrence in DNase-treated sample.

**Table 3:** Chromatin regions interacting with KaeA.

Gene AN Number	Gene Name	Protein Function (from FungiDB)	Yeast Homologue Gene Name *	Protein Function of Yeast Homologue (from SGD)	Chromatin Region Interacting with KaeA
AN0733	*hhtA*	Histone H3	*HHT1*	Histone H3; core histone protein required for chromatin assembly, part of heterochromatin-mediated telomeric and HM silencing	5′ UTR
AN0734	*H4.1*	Histone H4.1	*HHF2*	Histone H4; core histone protein required for chromatin assembly and chromosome function; contributes to telomeric silencing	5′ UTR
AN3468	*H2A.X*	Histone H2A	*HTA1*	Histone H2A; core histone protein required for chromatin assembly and chromosome function	5′ UTR
AN1007	*niiA*	Putative nitrite reductase with predicted role in nitrogen metabolism	*–*	–	Promoter region
AN2436	*aclB*	Putative ATP citrate synthase with predicted role in TCA cycle	*–*	–	5′ UTR
AN2435	*aclA*	Putative ATP citrate synthase with predicted role in TCA cycle	*–*	–	5′ UTR
AN3675	*cpcA*	Transcription factor of c-Jun family of Gcn4p-like transcriptional activators	*GCN4*	bZIP transcriptional activator of amino acid biosynthetic genes; responds to amino acid starvation	5′ UTR
AN4159	*glnA*	Putative ammonium glutamate ligase with predicted role in glutamate and glutamine metabolism	*GLN1*	Glutamine synthetase (GS); synthesizes glutamine from glutamate and ammonia; with Glt1p, forms secondary pathway for glutamate biosynthesis from ammonia	5′ UTR
AN4376	*gdhA*	Putative glutamate dehydrogenase associated with NADP	*GDH1*	NADP(+)-dependent glutamate dehydrogenase	5′ UTR
AN5823	*sidA*	L-ornithine N5-monooxygenase	*–*	–	5′ UTR
AN7463	*meaA*	Main ammonium transporter in *A. nidulans*	*MEP3*	Ammonium permease with high capacity and low affinity	5′ UTR
AN8041	*gpdA*	Glyceraldehyde-3-phosphate dehydrogenase with predicted role in gluconeogenesis and glycolysis	*TDH3*	Glyceraldehyde-3-phosphate dehydrogenase (GAPDH), isozyme 3; involved in glycolysis and gluconeogenesis	5′UTR
AN8251	*hapX*	bZIP transcription factor	–	–	exon

Note: for the complete list of chromatin regions interacting with KaeA, see Table S8. * Dash (–) indicates lack of yeast homologue.

## Data Availability

The RNA-Seq transcriptomic data discussed in this publication have been deposited in the NCBI Gene Expression Omnibus database [62] and are accessible under GEO series accession number GSE206830 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206830). The ChIP-Seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [62] and are accessible under GEO series accession number GSE206874 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE206874). The mass spectrometry proteomics data discussed in this study are openly available from the ProteomeXchange Consortium [66] via the PRIDE [67] partner repository at Project DOI: 10.6019/PXD034554, with dataset identifier PXD034554.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms231911138/s1.

How the deposited data were processed for this re-analysis (not part of the article)

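ChIP-Seq data of the strain expressing KaeA-HA were analysed, in 6 libraries: 3 of input DNA and 3 of DNA immunoprecipitated with the anti-HA antibody, each numbered as biological replicates 1, 2 and 3. The condition and replicate of each library were taken from the sample labels and the paper's methods. The transcriptomic, proteomic, RT-qPCR and primer extension experiments were not analysed here, apart from the gene lists of Tables S3, S4, S8, S9 and S10, which are the paper's values. ChIP-qPCR of the AreA-HA strain was not analysed here either.

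The authors trimmed the reads with Trimmomatic, mapped each library with BWA to ASM1142v1 and removed optical duplicates with Picard. The authors merged the replicates into an IP and an input file and called peaks once, on the merged files, with MACS2. The deposited peak list gives for each of the 468 peaks the pileup at the summit, the −log10 of the p-value and q-value, and the fold enrichment of IP over the local input background, all as MACS2 wrote them. The authors counted the reads of each library on these peaks, and the deposited counts per peak are not normalized; the paper's text does not name the counting mode or how reads that map to several places were treated. The authors compared input and IP with edgeR, and their deposited table holds a log2 fold change of input against IP, a likelihood ratio statistic (a score with no fixed range), a p-value and an FDR for each peak. The sign of this log2 fold change was turned here, so that positive values are higher in IP. The authors also annotated each peak with a location class and a nearest gene, and with the Pfam domains and GO terms of its translated sequence.

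The counts were read into edgeR 4.0.16 (R 4.3.3, limma 3.58.1), scaled with TMM factors, and tested with the quasi-likelihood test over all 468 peaks, without a block, with Benjamini-Hochberg adjustment and a threshold of 0.05. This test, the threshold, the alternatives and the rule for the peaks named in the text were fixed before the data were examined, apart from the alternatives named as chosen later. The rule names every gene of Table 3, of Table S10 and of the paper's text on ChIP-Seq, the heat shock genes of Table S8, and the 5 highest and the 5 lowest log2 fold changes among called peaks with the same direction in all 3 comparisons of libraries with the same number. Peaks named outside this rule were chosen after their values were seen. Normalized counts are counts divided by the effective library size and multiplied by the mean effective library size, and each is given as mean ± SD of 3 libraries. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. No pair of libraries was a copy: the chi-square statistic per degree of freedom between the counts of 2 libraries was from 1.96 to 27.7.

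The depth is the sum of counts on peaks, from 162458 to 377238 per library, and the totals of mapped reads were not used here. The smallest count of a peak in any library was 59, so the filters on counts among the alternatives removed no peak. The script was tested on simulated data with the means, library sizes and dispersions of the real libraries. In these data, 200 of 468 peaks were changed by 1.5-fold or 2-fold, with as many raised as lowered. Of the changed peaks, 99.5% were called in the right direction, and 8 of 268 unchanged peaks were called. When no change was simulated, 0 peaks were called. Changes under 1.5-fold were not simulated, so the test does not measure how often such changes are called. With raised and lowered peaks in balance, it does not test the centring on enriched peaks either.

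Peaks were assigned to genes by an overlap of at least 1 bp with the RefSeq genes of ASM1142v1. The nearest gene of the authors' annotation had been planned for this step and was replaced after its distances were seen, because it lies over 10 kb away for 389 of the 468 peaks; the planned background of annotated genes was likewise replaced by the genes that overlap any peak. A gene of Table S8 that overlaps several peaks was counted by a called one where there was one. Of the 78 genes of Table S8, 76 were matched to the gene table; *prxA* (AN8692) and AN12135 were not. The RNA-Seq lists were tested with the genes found among the protein-coding genes of the same table, 123 of 134 downregulated and 332 of 341 upregulated in *kaeA19* and 62 of 63 downregulated in *kaeA25*. Location classes, term annotations and the overlap with RNA-Seq lists were tested with Fisher's exact test, two-sided (scipy 1.17.1), with peaks or genes as the units. The heat shock list (genes named hsp, or with a yeast orthologue named HSP, SSA or HSC, in Table S8), the peaks with a chaperone domain and the peaks with a mobile element domain were tested as sets with fry and camera of limma. DESeq2 1.42.0 was used as an alternative test. Tables were handled with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15 and plots were drawn with matplotlib 3.10.9.

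Alternatives covered the test, the scaling, the filter on counts, the threshold, a block for the replicate number, leaving out each library, stricter peak lists, the assignment of peaks to genes and the background of the overlaps. Scaling to all mapped reads, motif searches at summits, GC content and distances to tRNA genes or transcription start sites were planned and not run, because they need totals, sequence or strand that were not used here.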

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

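The comparison of gene coverage with random placement was chosen only after the result was seen, and the peak length offset and the tests of peaks with a chaperone domain were chosen after the data had been seen but before their own results.

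The paper discusses peaks at the genes of Table S8, and 10 of the 52 peaks higher in IP overlap no gene of that table. This was noticed as a signal outside the genes that the paper lists. The paper gives 104 regions, of which 78 lie within genes, so these peaks may be among its other regions. The strongest is a 302-bp peak in an intergenic region of chromosome V (909902 to 910203), with 599.9 ± 46.5 (SD, n = 3) normalized counts in IP and 324 ± 29.5 (SD, n = 3) in input and a log2 fold change of 0.89 (standard error 0.10). Further peaks on the same chromosome start at 900922 (0.66) and 710264 (0.61), and others lie on chromosomes III (3053961 to 3054834, 0.47) and IV (892861 to 893212, 0.41, and 898799 to 899117, 0.39). In all, 7 of the 10 overlap no gene, and the other 3 overlap AN11515, AN6692 and AN1624 with log2 fold changes of 0.38, 0.31 and 0.30. They cover 6.61%, 0.851% and 88.0% of these genes. AN8692 (*prxA*) and AN12135 of Table S8 were not matched to the gene table, so a called peak at either would be counted among these 10. Peak length was weighed as a technical source of the peaks higher in IP. With the trend of the log2 fold change on peak length removed, 37 of the 52 were still called higher, with 9 of these 10 among them, which argues against length as the whole source. Binding that is independent of the tagged protein stays open, since 0 of the 6 libraries come from an untagged strain, and the 2 cannot be told apart without one. No biological explanation was tested, as all libraries come from a single strain and condition.

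The paper's text does not discuss the heat shock genes of Table S8, and 5 of these 7 genes had a peak called higher in IP by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median log2 fold change of the 7 peaks was 0.59, with a range of 0.19 to 1.27. Besides *hsp70* and *hsp30*, the called peaks were at *hsp104* (AN0858, 0.98), *hsp90* (AN8269, 0.59) and AN7892 (0.43), while those at AN1163 (0.22, adjusted p = 0.0741) and AN6089 (0.19, adjusted p = 0.133) were not past the threshold. As a set, the 7 peaks were higher in IP (p = 0.000345 with fry, 3.51e-13 with camera at its preset correlation and 0.0129 with an estimated correlation), but the study chose the genes of Table S8 from these libraries, so the set test is not independent evidence. None of the 7 genes is in an RNA-Seq list read here (0 of 7). To ask whether this rests on the choice of the list, peaks with a chaperone domain were taken from the authors' annotation without regard to the test; the members of the heat shock list had been seen by then. These 15 peaks, of which 7 were called higher and 0 lower, were also higher in IP as a set (p = 0.000848 with fry, 4.71e-10 with camera and 0.0363 with an estimated correlation). Their median log2 fold change of 0.26 lay at percentile 94.05 of 10000 random sets of annotated peaks with the same lengths, within the central 95% of these sets. By this criterion, set beforehand, chaperone peaks were not set apart from other peaks of their length. The random sets had a median of 0.125, and the upper limit of their central 95% was 0.303. With 15 peaks this close to the limit, the criterion does not show that chaperone peaks are like the others. It therefore does not decide whether the heat shock genes stand out because the list was chosen from these libraries.

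Peaks higher in IP covered most of the gene they overlap: 45 of the 52 overlap a gene, the median share of the gene covered was 94.3%, and 36 covered at least 80%. The share was 8.71% for peaks lower in IP and 21.0% for peaks that were not called. Median lengths differed as well, with 1376 bp for peaks higher in IP, 336.5 bp for lower peaks and 369 bp for the others. The groups were not compared at equal length, so the difference in share may follow from length. For the peaks higher in IP alone, coverage by chance was tested with 1000 random placements of the same peaks on the same chromosomes. Their median was 48.2%, and 0 of the 1000 sets reached the observed value, which argues against chance placement. Enrichment of transcribed genes without regard to the tagged protein could give such a pattern too; with 0 of 6 libraries from an untagged strain, it cannot be told apart from an association of KaeA with these genes.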

How the results depend on the processing

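The likelihood ratio test with the dispersions estimated in turn, the rescaling to the median MACS2 fold, the offset for peak length and the background of genes at any peak were chosen after seeing the data; the other alternatives in this part were not.

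The total of 76 called peaks stayed within 1.5 times with the likelihood ratio test of edgeR (84), DESeq2 (76, with 100 adjusted p-values given as NA), library size alone (98), RLE or upper-quartile factors (75 each), a MACS2 q-value at or below 1e-05 (59), the dispersions estimated in turn (83) and the peak length offset (54). RLE and upper-quartile factors shared 75 of the 76 peaks, DESeq2 75 and library size alone 62. The filters on counts removed no peak, so they say nothing about stability. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called peaks, the split into IP and input, and the other 9 gave 0; with 10 splits the share cannot go below 0.1.

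Stricter criteria lowered the counts by their own construction. An adjusted p under 0.01 left 44 peaks, 38 higher and 6 lower in IP, and a 2-fold difference left 5 higher and 0 lower. The stricter q-value gave 15 lower peaks among the 256 tested, of which 8 were called lower among all peaks. Library size alone gave 60 lower peaks, and 38.8% of its calls were higher in IP against 68.4% with TMM factors.

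Across the 6 fits that each left out a library, the total ranged from 47 to 132 peaks, the peaks higher in IP from 38 to 72, the peaks lower in IP from 7 to 60 and the genes at called peaks from 45 to 95. Each highest value came without IP replicate 2. The lowest total and the lowest number of lower peaks came without IP replicate 1. Without IP replicate 2, all 76 peaks were called again, with 56 more. The cause was not tested in these fits.

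The test among the 60 peaks with a MACS2 fold enrichment of at least 2 moved most results. It called 22 peaks, 12 higher and 10 lower in IP, at 20 genes, and 0 of the 10 lower peaks were called lower among all peaks. Of the 22 peaks, 63.6% were classed as 5′ UTR (p = 0.108, Fisher's exact test), and Spearman's rho of the log2 fold change with peak length was 0.219. The log2 fold changes changed sign at *H4.1* (-0.039), *niiA* (-0.0056), *aclB* (-0.014), *aclA* (-0.13), *cpcA* (-0.089), *glnA* (-0.20), *sidA* (-0.041), *gpdA* (-0.23), *nmt1* (-0.31), AN2042 (-0.26), AN6089 (-0.28) and AN7892 (-0.032), and the odds ratio with the *kaeA25* downregulated list was 0. The TMM factors were computed on these 60 peaks alone, so that log2 fold changes are relative to strongly enriched peaks.

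With the rescaling to the median MACS2 fold, 461 peaks at 308 genes were higher and 0 lower in IP, 11.1% of them were classed as 5′ UTR, and the odds ratio with the *kaeA19* upregulated list was 1.26. For the *kaeA25* downregulated list it was 6.58 (p = 1.08e-05, Fisher's exact test) against 2.78 with TMM factors, on 10 genes against 1. AN2795 (0.13), AN2661 (0.15), AN10649 (0.17), AN7095 (0.21) and AN0004 (0.21) changed sign. The rescaling adds the same shift to every peak, so the order of the peaks is kept by construction, and whether a peak is called lower depends on where the zero is set.

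The peak length offset kept 37 of the 52 higher and 14 of the 24 lower peaks. Length was set by the peak calling on these libraries, so the offset may remove enrichment as well as a technical effect. Spearman's rho with length was 0.0529, near 0 by construction, the odds ratio with the *kaeA25* downregulated list was 0, and *hapX* (-0.036), *nmt1* (-0.019), AN2042 (-0.025) and AN6089 (-0.031) changed sign.

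With the genes at any peak as background, the odds ratio of the called genes was 0.775 for the *kaeA19* downregulated list (p = 0.811, Fisher's exact test) and 0.432 for the *kaeA25* downregulated list (p = 0.693, Fisher's exact test). The first was above 1 in every other setting run, and the change follows from the background, as the genes at all peaks are themselves frequent in the list.

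The 5′ UTR class was more frequent among called peaks, at a p under 0.05, in every setting run except the rescaling and the list of 2-fold MACS2 enrichment. No functional term of the authors' annotation passed the threshold in any setting (0 terms, of 11 tested in most settings, 7 with the stricter q-value and 2 with the list of 2-fold MACS2 enrichment), and at most 1 term had an unadjusted p under 0.05. The heat shock set was higher in IP in each fit run without a block, with p from 0.000317 to 0.00357 with fry. For the 33 named peaks, 600 alternatives were run, leaving aside the filters that removed no peak. Of these, 521 kept the direction and the side of the threshold, 43 lost the call, 15 gained it and 21 changed sign. All sign changes came from the 2-fold MACS2 fit, the rescaling or the peak length offset. The 2-fold fit and the rescaling move the zero for all peaks, so their sign changes do not measure instability of single peaks. The 2-fold criterion removed the call at 21 of the 26 named peaks that were called. The call held under every alternative set beforehand for 5 of them, *hsp70*, *hsp30*, *gdhA*, AN7170 and AN5781. With the stricter thresholds left aside, it held for 12 under every alternative set beforehand that included the peak. The 12 include AN2795, AN2661, AN10649 and AN7095, with MACS2 folds of 1.20 to 1.25. They were not in the fit on peaks of at least 2-fold enrichment, so their call was not tested there. The rescaling, which was not set beforehand, changed their sign. The call was lost at 2 when a single library was left out, *glnA* and AN0004.

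With the replicate number as a block, 83 peaks were called, 55 higher and 28 lower in IP, and 75 of the 76 were among them. The labels do not say that libraries with the same number come from a single culture. The deviations of same-numbered input and IP libraries from their group means had correlations of -0.11, -0.05 and 0.03, so the numbers were not taken to pair the libraries. With the block, the heat shock set had a p of 0.0104 with fry against 0.000345 without it, and the mobile element set 0.123 against 0.0434.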

Differences from the paper's values

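The paper gives 104 chromatin regions that interact with KaeA. Of the peaks called here, 52 were higher in IP. Of the alternatives set before the data were examined, only the fit without IP replicate 2 (72 higher) brought the number within 1.5 times of the paper's 104, and the other 17 did not, with 2 filters that removed no peak among them. Counted in both directions, the total of 76 lies within 1.5 times of the paper's 104, and so do 98 with library size alone and 132 without IP replicate 2, the settings on either side of the paper's number; no setting gave 104. The authors' deposited table holds 83 peaks with an FDR under 0.05, 54 higher and 29 lower in IP, 99 with an FDR under 0.1 and 127 with an unadjusted p under 0.05.

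Table S10 of the paper lists 10 genes found by ChIP-Seq and in *kaeA19* transcriptomics, and 5 genes were shared here. Of the alternatives set before the data were examined, 2 came within 1.5 times of the paper's 10: the genes of Table S8 in place of the genes at called peaks (9 genes) and the fit without IP replicate 2 (11 genes). The other 17 did not. Among them are the same 2 filters and the background of genes at any peak. This background took the place of a planned one and cannot change the number of shared genes. The alternative with the genes of Table S8 uses the paper's own list, so its near match is not a separate result. Its 9 genes are those of Table S10 for *kaeA19* without AN8692, which was not matched to the gene table.

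Table 3 lists *gpdA* and *hapX* among the regions that interact with KaeA. The peaks at these genes were not called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes of 0.23 (adjusted p = 0.0582) and 0.17 (adjusted p = 0.200). The *gpdA* peak was called with the likelihood ratio test of edgeR (adjusted p = 0.0434), with DESeq2 (0.0331), without IP replicate 2 (0.00283) and with the rescaling to the median MACS2 fold, which was chosen after seeing the values (2.73e-08). The *hapX* peak was called without IP replicate 2 (0.0161) and with the same rescaling (1.12e-07). In the authors' deposited table, the FDR of these peaks is 0.0639 and 0.190.

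Table S10 lists *nmt1*, *thiF* and AN2042 as well, whose peaks were not called (adjusted p = 0.198, 0.120 and 0.147 from the same edgeR test). Without IP replicate 2, *thiF* (0.000433) and AN2042 (0.00316) were called, and with the rescaling chosen after seeing the values all 3 were. The fit on peaks with a MACS2 fold enrichment of at least 2 called *nmt1* (-0.31, adjusted p = 5.04e-05), AN2042 (-0.26, adjusted p = 0.00378) and *gpdA* (-0.23, adjusted p = 0.00337, all from edgeR) in the opposite direction.

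Table 3 places the regions at *aclA*, *aclB* and *glnA* in the 5′ UTR, while the authors' annotation classes the peaks at these 3 genes as 3′ UTR. The paper's text names *hapX* among genes with regions in the promoter and 5′ UTR, while Table 3 and the authors' annotation both give exon.

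The paper describes the regions of Table S8 as interacting with KaeA. At AN0004, AN0376, AN10649, AN2661, AN2670, AN2711 and AN8648 a peak was called lower in IP, with log2 fold changes of -0.43, -0.26, -0.47, -0.49, -0.37, -0.42 and -0.35. They stayed below 0 in every fit that included them except the rescaling chosen after seeing the values, which placed all 7 above 0, with 0.21 at AN0004, 0.17 at AN10649 and 0.15 at AN2661.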

Other observations

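The tests of mobile element domains, of the local background, of the simulated lower peaks against chance and of the share of unenriched fragments in IP replicate 2, the count near chromosome ends and the correlation with input per bp were chosen only after the result was seen, and the centring simulation, the rescaling, the peak length offset and the thinning were chosen after the data had been seen but before their own results.

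The paper does not give a direction for its regions, and 24 peaks were lower in IP than in input. Their MACS2 fold enrichment was nevertheless above 1, from 1.20 to 1.51, as MACS2 compares the summit with the local background of the merged input, while the test here compares counts over the whole peak with those of the typical peak. Centring of the test on peaks that are all enriched in the merged libraries was tested by simulating libraries in which every peak is raised by its own MACS2 fold. This gave 48 lower calls, with 10 of the 24 real lower peaks (41.7%) among them. That is fewer than the 50% set beforehand but more than the 2.46 expected by chance, and the simulated folds are summit values from the same libraries, so the simulation does not decide. The rescaling gave 0 lower peaks, but its zero is set by its construction. Centring therefore stays open, and peaks with less IP signal than input cannot be told apart from peaks that are merely less enriched than the typical peak. Peak length leaves most of the pattern: 14 of the 24 were still called lower with the length trend removed. A high local background in the input is a candidate explanation, since the MACS2 background at the lower peaks had a median of 253 against 114 at the other peaks, a ratio of 2.21 (permutation test, two-sided, p = 2e-05, the smallest that 100000 resamples can give). This background is also the divisor of the MACS2 fold, so a high background and a low fold at these peaks are not separate observations. Mobile element sequence present in several copies is another, since all 6 lower peaks with an annotated domain carry a mobile element domain, against 11 of all 186 annotated peaks and 0 of the higher ones (Fisher's exact test, two-sided, p = 8.72e-09). As a set, the 11 peaks with such a domain were lower in IP with fry (p = 0.0434) and with camera at its preset correlation (p = 0.00108) but not with camera at an estimated correlation (p = 0.259), and with single libraries left out the fry p was above 0.05 in 5 of 6 fits and 0.00108 without IP replicate 2. Of the 24 lower peaks, 18 have no annotated domain, so these stay outside the mobile element test. Of the lower peaks, 6 lie within 20 kb of a chromosome end, against 0 of the higher peaks and 13 of the others, with the ends approximated by the outermost gene or peak. No biological explanation was tested.

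IP replicate 2 differed less from input than the other IP libraries. Across all peaks, the slope of its log2 difference from input on the mean of the other 2 IP libraries was 0.579 (standard error 0.031), against 1.03 for IP replicate 1 and 0.928 for IP replicate 3. The mean used for IP replicates 1 and 3 includes IP replicate 2, so the slopes are not on a common scale. Lower depth was tested by thinning IP replicates 1 and 3 to the total of IP replicate 2. Their slopes stayed at 1.02 and 0.920. Thinning keeps the expected ratios between peaks, so it could hardly have lowered the slopes and does not decide. Without thinning, IP replicates 2 and 3 had close totals, 252925 and 270991. Their median log2 differences from input were 0.42 and 0.51 at the higher peaks and -0.25 and -0.44 at the lower peaks. These medians do not depend on the predictor of a slope, and their difference argues against depth as the whole source. A larger share of unenriched fragments in IP replicate 2 is a candidate explanation. The values used to test it are those that define the pattern, so the test cannot decide. The differences of IP replicate 2 were smaller in both directions. Their median was 0.42 at the higher peaks, against 0.59 and 0.51 in IP replicates 1 and 3. At the lower peaks it was -0.25, against -0.49 and -0.44. A larger share of unenriched fragments may also be why more peaks were called without IP replicate 2. A difference between the cultures stays open and was not tested.

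The overlap of genes at called peaks with the genes downregulated in *kaeA19* appears against the whole genome but not against genes at other peaks (odds ratio 0.775, p = 0.811, Fisher's exact test). In all, 30 of the 305 protein-coding genes at the 461 peaks called with the rescaling to the median MACS2 fold are in that list, with an odds ratio of 11.8 (p = 7.57e-20, Fisher's exact test), a value from an alternative chosen after seeing the data. The same alternative places 10 of the 305 genes in the list downregulated in *kaeA25* (odds ratio 6.58, p = 1.08e-05, Fisher's exact test), against 1 gene at the 76 called peaks (odds ratio 2.78, p = 0.309, Fisher's exact test). The peaks of the whole MACS2 list, called or not, may therefore lie at genes with a shared property, and whether this property is an association with KaeA or a feature of transcribed genes in any ChIP experiment cannot be told apart with 0 of 6 libraries from an untagged strain.

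No peak overlaps *kaeA* itself (AN6569), *agaA* (AN2901) or *otaA* (AN1810). Across peaks, which are not independent replicates, the log2 fold change had a Spearman correlation of 0.507 with peak length, 0.267 with the mean input count and -0.565 with the mean input count per bp.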
